# Role of TGFβ1 and WNT6 in FGF2 and BMP4-driven endothelial differentiation of murine embryonic stem cells

**DOI:** 10.1007/s10456-021-09815-4

**Published:** 2021-09-03

**Authors:** Anna Gualandris, Alessio Noghero, Davide Cora’, Elena Astanina, Marco Arese, Federico Bussolino

**Keywords:** ES cells, PA6 cells, Endothelial differentiation, FGF2, BMP4, TGFβ1, WNT6

## Abstract

Embryonic stem cells (ES) are a valuable source of endothelial cells. By co-culturing ES cells with the stromal PA6 cells, the endothelial commitment can be achieved by adding exogenous FGF2 or BMP4. In this work, the molecular pathways that direct the differentiation of ES cells toward endothelium in response to FGF2 are evaluated and compared to those activated by BMP4. To this purpose the genes expression profiles of both ES/PA6 co-cultures and of pure cultures of PA6 cells were obtained by microarray technique at different time points. The bioinformatics processing of the data indicated TGFβ1 as the most represented upstream regulator in FGF2-induced endothelial commitment while WNT pathway as the most represented in BMP4-activated endothelial differentiation. Loss of function experiments were performed to validate the importance of TGFβ1 and WNT6 respectively in FGF2 and BMP4-induced endothelial differentiation. The loss of TGFβ1 expression significantly impaired the accomplishment of the endothelial commitment unless exogenous recombinant TGFβ1 was added to the culture medium. Similarly, silencing WNT6 expression partially affected the endothelial differentiation of the ES cells upon BMP4 stimulation. Such dysfunction was recovered by the addition of recombinant WNT6 to the culture medium. The ES/PA6 co-culture system recreates an in vitro complete microenvironment in which endothelial commitment is accomplished in response to alternative signals through different mechanisms. Given the importance of WNT and TGFβ1 in mediating the crosstalk between tumor and stromal cells this work adds new insights in the mechanism of tumor angiogenesis and of its possible inhibition.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10456-021-09815-4.

## Introduction

Embryonic stem cells (ES) are pluripotent cells derived from the inner cell mass of the growing blastocyst [1]. Due to their intrinsic capability to generate somatic cells of all three germ layers ES cells are the potential source of multiple different cell types to be used for therapeutic purposes [2]. Different procedures have been described to induce stem cell differentiation in vitro exploiting alternative protocols based on the use of chemically defined medium, embryoid bodies (EBs), and co-culture methods. Taking advantage of these multiple choices many efforts were undertaken in these past years to obtain endothelial cells from ES cells for human cell therapy [3]. Indeed, the use of ES cells and of their different protocols of differentiation falls into the rich collection of methodologies used to analyze the angiogenesis process [4]. For instance, in a serum-free chemically defined medium, in presence of extracellular matrices as substrates, endothelial cells were derived from ES cells in response to the exogenous signals FGF2, BMP4, and VEGF added in sequence to the culture medium [5]. The functionality of the ES-derived endothelium was then ascertained in vivo in ischemic mouse model or subcutaneous plugs and grafts [3, 6]. Within the EBs, supported by the addition of VEGF, the differentiating ES cells generate endothelial cells organized in a vessel-like structures thus mimicking the endothelium generation in the embryo [7]. The EBs-derived endothelium was shown to be functional in terms of inflammatory responsiveness, permeability, and sensitivity to shear stress [8, 9]. Another promising approach to obtain endothelium from ES cells relies on the co-culture procedure that allows to recreate a sort of niche that influences the stem cells commitment without the complexity of an EB, thus reaching a good compromise between the use of chemically defined medium and the EBs protocol. The more common stromal cell lines used are OP9 and PA6 cells. OP9 cells are known to direct the differentiation of undifferentiated ES cells toward endothelium [10] and to potentiate the specification of FLK1^+^ endothelial precursors toward mature lymphatic endothelial cells [11]. Even though PA6 stromal cells were identified for their neural inducing activity [12], it has been reported that the presence of BMP4 and all-trans retinoic acid (RA) in the medium of the co-cultures supports the differentiation of ES cells into desmin^+^ mesodermal precursors [13]. According to these observations, we previously described an ES/PA6 co-cultures protocol in which neural and endothelial differentiation can be accomplished simultaneously or alternated with each other depending on the nature of the exogenous signals present in the medium [14]. In a serum-free medium, in absence of any type of signals ES cells originate mainly neurons, whereas the addition of FGF2 allows also the differentiation of endothelium. In presence of BMP4 only endothelial cells arise. On the base of our previous observations, in this work we focused our attention on the endothelium obtained upon FGF2 and BMP4 stimulation by analyzing the patterns of expression of the activated genes.

FGF was the first mesoderm-inducing signal to be identified [15]. Indeed, loss of FGF signaling results in defects in the induction of paraxial mesoderm at gastrula stage [16] and in the lack of brachyury expression with a consequent failure in mesoderm formation [17]. Accordingly, in ES cells studies, FGF signal is important for mesoderm differentiation in both murine [18, 19] and human ES cells [20]. In particular, FGF2 is usually used to differentiate pluripotent human ES cells (hES) into mesoderm in 2D cultures in chemically defined medium where it works in synergy with other cytokines [5]. Precisely, FGF2 drives the primitive streak-like cells obtained by treating hES with GSK-3 inhibitors toward lateral plate mesoderm that can furtherly mature into endothelial cells thanks to the support of other cytokines such as VEGF and BMP4 [3]. BMP4 is another important mesoderm inducer. Using the EBs model Park et al., demonstrated that BMP4 can induce mesoderm and subsequently FLK1^+^ endothelial progenitors but to fully accomplish the differentiation process toward mature endothelium, VEGF is ultimately required [21]. In EBs model BMP4 and WNT3A can activate a localized WNT pathway that in turn polarizes the embryoid body, thus recreating a region enriched of mesoderm that resembles the embryo primitive streak [22]. In line with the observed correlation between BMP4 and mesoderm induction, it has been reported by us [14] and other groups [13] that, when co-cultured with PA6 cells in presence of BMP4, ES cells commitment can be directed toward mesodermal orientation to the expense of ectoderm. Taking a cue from these observations, in this work ES cells were differentiated into endothelium by co-culturing them with PA6 cells in serum-free medium both in presence of FGF2 and in presence of BMP4. Upon each condition, the patterns of genes expression were analyzed and the role played by the identified protagonist molecules and pathways in determining mesoderm commitment was validated through loss of function and rescue experiments.

## Materials and methods

### Cell lines and cultures

The knock in ES cells expressing the enhanced green fluorescent protein under the τ promoter (τ-EGFP) were generously provided by Dr. A.G. Smith [23]. ES cells were cultured as undifferentiated cells onto monolayers of murine embryonic fibroblasts (MEF) growth-arrested with mitomycin C 10 µg/ml (Merck Life Science) in DMEM + GlutaMAX high glucose (Thermofisher Scientific), 15% fetal bovine serum (HyClone), 0.1 mM non-essential aminoacids, 1 mM sodium pyruvate, 10^–4^ M β-mercaptoethanol, penicillin/streptomycin at 50 µg/ml each (Thermofisher Scientific), and 1000 U/ml LIF (Merck Life Science). MEF were purchased from American tissue culture collection (ATCC) (LGC Standards) and cultured according to manufactures, while PA6 stromal cells were provided by the RIKEN BRC through the National Bio-Resource Project of the MEXT, Japan. PA6 cells were cultured in alpha MEM medium supplemented with 2 mM l-glutamine (Euroclone), penicillin/streptomycin at 50 µg/ml each (Thermofisher Scientific, USA), and 10% fetal bovine serum (ATCC) (LGC Standards).

### *2D model of *in vitro* differentiation of ES cells*

PA6 cells were grown in gelatin coated 8-well culture slides (Falcon, Becton Dickinson) until confluence. ES cells were seeded onto PA6 monolayers at a density of 5000 cells/cm^2^ in N2B27 medium [23] composed of Neurobasal medium/DMEM F12 1:1 supplemented with 2 mM glutamine (Euroclone), 50 µg/ml each of penicillin/streptomycin, N2 supplement, B27 supplement, 20 µg/ml insulin (Thermofisher Scientific) 50 µg/ml bovine serum albumin, and 200 µM ascorbic acid (Merck Life Science). When required, 20 ng/ml of human FGF2 and 5 ng/ml of murine BMP4 (R&D Systems) were added at the onset of the culture and withdrawn after 3 days. In some experiments 10 ng/ml of recombinant mouse TGFβ1 (R&D Systems) or 100 ng/ml of recombinant human WNT6 (Abcam) were added to the culture medium and refreshed every two days. When required, 5 µM IWP2 was added to the culture medium and refreshed at every change of medium (Merck Life Science). Medium with fresh insulin was replaced every 2 days.

Loss of function experiments were carried out with shRNA against TGFβ1 (93-sh TRCN0000065993, 97-sh TRCN0000065997) or WNT6 (1807-sh TRCN0000071807, 1804-sh TRCN0000071804, 1803-sh TRCN0000071803, 1805-sh TRCN0000071805, 1806-sh TRCN0000071806) cloned into pLKO.1-puro lentiviral vector (Merck Life Science). Lentiviral particles were prepared as described [24] and used at 20 MOI/cell to infect ES/PA6 co-cultures at the onset of culture. After 3 days, viruses were removed and infected cells were selected with puromycin 1 µg/ml for 24 h (Merck Life Science).

### Indirect immunofluorescence and image analysis

Differentiated ES cells were fixed with phosphate-buffered saline 4% paraformaldehyde (PBS-PFA) (Santa Cruz), treated for 1 h with PBS 0.1% Triton X100 (Merck Life Science) containing 5% donkey serum (Dako North America Inc) and 5% BSA (Merck Life Science) and incubated with primary antibodies for 3 h at 37 °C in a moist chamber. The following primary antibodies were used: anti-βIII-tubulin 1:1000 diluted in PBS (Merck Life Science) and anti-VE-cadherin 1: 100 diluted in PBS (R&D Systems). After rinsing three times with PBS, cells were incubated with 555 AlexaFluor donkey anti-goat and 488 AlexaFluor donkey anti-mouse (Invitrogen, Thermofisher Scientific) at 5 µg/ml for 1 h. After rinsing three times with PBS, nuclei were stained with DAPI and slides were sealed with aqueous mounting solution (Dako North America Inc). Images were captured by using a Leica TCS SPE confocal laser-scanning microscope, analyzed with Leica Confocal Software (LCS; Leica Microsystems). To quantify VE-cadherin^+^ endothelial cells, sequential images, covering the entire surface of a chamber slide well (0.7 cm^2^), were acquired with a Leica AF6000LX workstation. The area occupied by endothelial cells was measured with ImageJ software by using the Angiogenesis Analyzer for ImageJ [25].

### Real-time PCR

Total RNA was extracted with Maxwell RSC miRNA Tissue Kit and processed with Maxwell RSC Instrument (Promega). RNAs were quantified with DeNovix spectrophotometer (DeNovix, Wilmington) and reverse transcribed using High-Capacity cDNA reverse transcription kit (Applied Biosystems, Thermofisher Scientific). cDNAs were used to run a real-time PCR using TaqMan probes specific for the following genes: VE-cadherin, ICAM2, TIE1, TEK, FLK1, TGFβ1, TGFBR1, TGFBR2, ACTA2, CTGF, TBX3, SPP1, ACE, Sema7A, Nanog, BMP4, FGFR3, HES5, T, VEGFA, SNAI1, SNAI2, FGFR2, WNT3, WNT4, WNT6, WNT10A, FZD4, FZD6, LRP5, LRP6, β-catenin, TBP (Applied Biosystems. Thermofisher Scientific). Expression data were analyzed with SDS 2.3 software.

### Gene expression profiling

Total RNA was isolated using the Trizol reagent (Invitrogen, Thermofisher Scientific) and purified using the RNeasy total RNA Isolation Kit (Qiagen). RNA integrity was evaluated by an Agilent 2100 Bioanalyzer (Agilent Technologies). cDNA and biotinylated cRNAs were generated by Illumina Total Prep RNA Amplification Kit (Ambion, Thermofisher Scientific), in accordance to manufacturer’s indications. cRNAs quality and quantification was assessed by Bioanalyzer. Hybridization was carried out on MouseWG-6 v2.0 Expression BeadChip (Illumina Inc.) with 750 ng of biotinylated cRNAs. Array washing, staining, and scanning were performed using standard Illumina protocols. Detection data were processed with the BeadStudio software (Illumina Inc.).

Cubic spline-normalized probe intensity data, together with detection *p*-values, were obtained using GenomeStudio software V2011.01 from Illumina raw data. We selected for subsequent analysis probes with a detection *p*-value < 0.05. For each gene, we retained the associated probe with the largest mean expression value across all samples. For each probe, the log2 signal was converted to the log2 ratio against the global average expression of that probe in all samples. Statistical analyses were performed in the R environment (http://www.r-project.org). In particular, data were clustered using the R pheatmap package and LIMMA (Smyth, 2002) was used to identify the modulated genes. A threshold of | log2 FC |> 1.0 and an adjusted *p*-value < 0.1 were used to select differentially expressed genes. The IPA Ingenuity analysis tool (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) was used to identify pathways, biological functions, and regulators associated to the modulated genes.

### Statistical analysis

Data are indicated as mean ± SEM. Statistical analysis were performed by using unpaired Students’ *t*-test (two tailed). A *p* < 0.05 was considered significant.

## Results

### Endothelial differentiation of murine ES cells in the ES/PA6 co-culture system

ES cells were cultured on a monolayer of PA6 cells [12] in serum-free medium in absence of any other type of stimulus (-GFs) or in presence of FGF2 or BMP4. These stimuli were added to the culture medium at the onset of culture thus allowing them to act directly on ES cells themselves or indirectly by activating the stromal component. The immunofluorescence analysis of the co-cultures performed with an anti-VE-cadherin antibody revealed the presence of mature VE-cadherin^+^ endothelial cells, both upon FGF2 and BMP4 stimulation (Fig. 1a). In -GFs medium, despite the presence of few VE-cadherin^+^ cells, cell fate was mainly committed toward neural differentiation, as demonstrated by the presence of βIII-tubulin^+^ cells. The presence of FGF2 was not limitative of neural commitment while BMP4 strictly excluded the maturation of βIII-tubulin^+^ cells, thus favoring mesoderm derivatives, as previously shown [12]. Gene expression analysis by real-time PCR of endothelial markers confirmed the acquisition of endothelial commitment by the differentiating ES cells, being mRNA levels of the endothelial markers VE-cadherin, ICAM2, TIE1, TEK, and FLK1 significantly upregulated in presence of FGF2 and BMP4 respect to -GFs condition (Fig. 1b). To better quantify the inductive effect exerted by the cytokines on the endothelial commitment embraced by the ES cells in the co-cultures, the areas occupied by the VE-cadherin^+^ cells upon all the three different culture conditions were measured and analyzed by image analysis. The immunofluorescence analysis of vascular structures formed in cells challenged with FGF2 and BMP4 compared to what obtained in -GFs medium (Fig. 1c) indicated that BMP4 sustained the endothelial differentiation of the ES cells more efficiently than FGF2, according to its well-known role of mesoderm inducer [26].

**Fig. 1:**
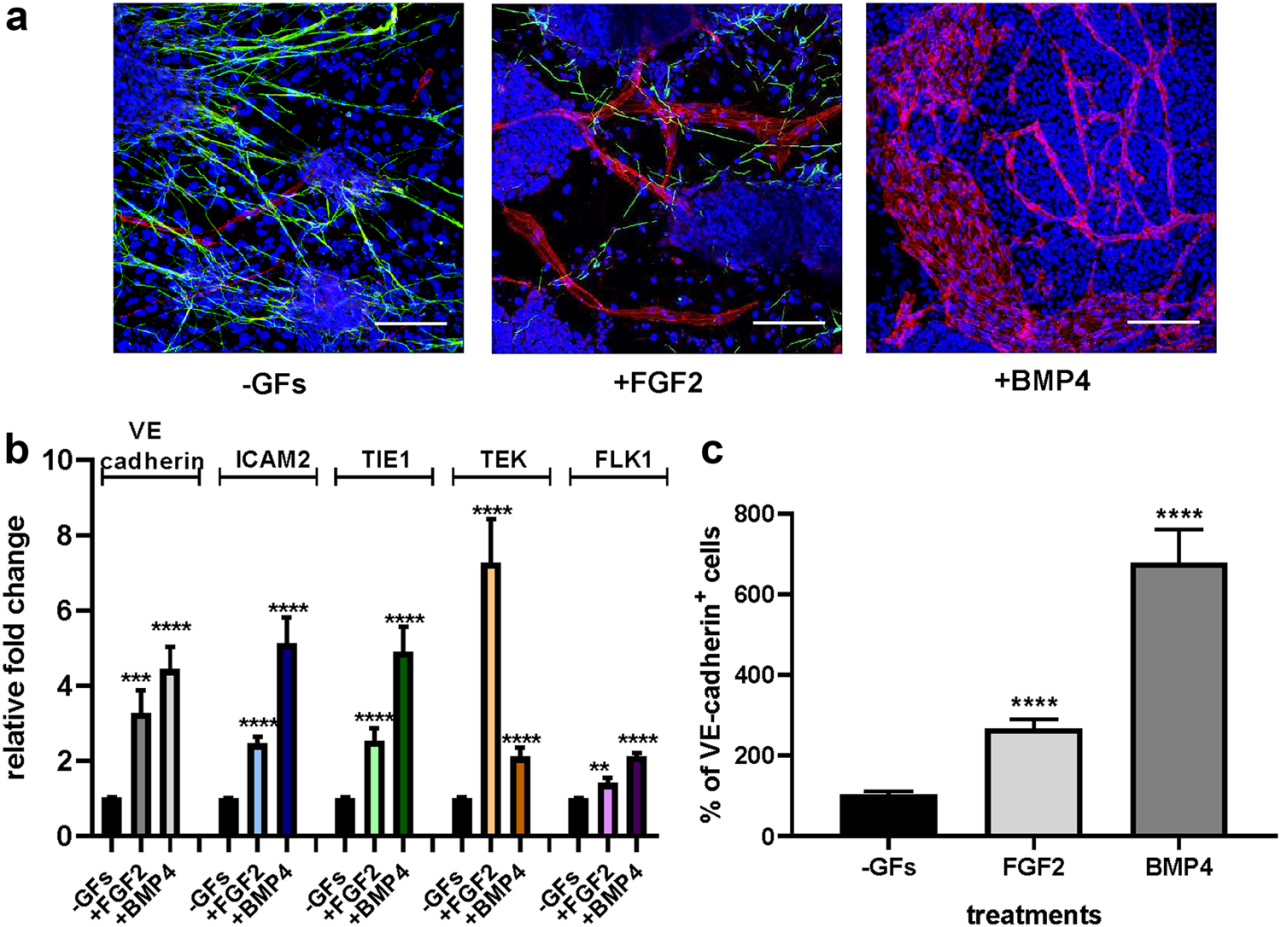
Endothelial differentiation of ES cells occurs in ES/PA6 co-cultures upon FGF2 and BMP4 stimulation. **a** Immunofluorescent stainings of ES/PA6 cell co-cultures performed with anti-VE-cadherin and anti-βIII-tubulin antibodies after 7 days of culture. In absence of growth factors (-GFs) ES cells mainly differentiated into neurons (in green), in presence of FGF2 also mature endothelial cells emerged and formed vessels-like structures (in red), whereas in presence of BMP4 neural differentiation was inhibited in favor of endothelial commitment. Nuclei were evidenced in blue by DAPI staining. Scale bars: 50 µm. **b** Activation of the expression of endothelial markers was evaluated by real-time PCR in response to FGF2 and BMP4 and expressed as relative fold change over the basal level of expression obtained in -GFs medium after normalization to the housekeeping gene TBP (*n* = 10, mean ± SEM; **p < 0.01, ***p < 0.001, ****p < 0.0001). **c** Induction of endothelial differentiation was quantified by measuring the area occupied by VE-cadherin^+^ cells in -GFs medium and in presence of FGF2 and BMP4. The resulting data were normalized to -GFs condition and expressed as percentage of VE-cadherin^+^ cells (*n* = 6, mean ± SEM; ****p < 0.0001)

### Gene expression analysis of ES/PA6 co-cultures in response to FGF2 and BMP4

In order to unveil the gene pathways involved in FGF2- and BMP4-driven endothelial differentiation, gene expression analysis was performed on ES/PA6 co-cultures and on pure cultures of PA6 cells to better distinguish the autocrine ES cells signals from the paracrine ones coming from the stroma. Moreover, in order to describe the temporal progression of gene expression that sustains the endothelial differentiation process, RNA samples were analyzed after 3 and 7 days of culture, times at which the endothelial differentiation was respectively progressing and fully accomplished. 

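PA6 cells are a murine stromal cell line that serves as the feeder layer of the ES cells in the co-cultures. Pure cultures of PA6 cells were kept for 3 h in medium without growth factors (-GFs), with 20 ng/ml of FGF2 or with BMP4, whose dose is 5 ng/ml in the methods on the co-cultures and 10 ng/ml in the sample labels. RNA of 2 replicates per group was hybridized to 6 Illumina MouseWG-6 v2.0 BeadChip arrays, on which each probe is a population of beads carrying the same oligonucleotide. The authors deposited, for each of 45281 probes, the mean bead intensity before normalization and a detection p-value against the negative control beads of the array. The median intensity was 168.1 and 156.1 on the -GFs arrays, 161.5 and 162.6 on the FGF2 arrays, and 153.4 and 167.8 on the BMP4 arrays. At a detection p-value under 0.05, 16459 and 15509 probes were detected on the -GFs arrays, 16124 and 15844 on the FGF2 arrays, and 16330 and 15726 on the BMP4 arrays. The intensities were normalized here by a cubic spline, as in the paper's methods, with a re-implementation of that step, and were then converted to log2. Probes detected on both arrays of at least 1 group were retained (16111 probes), and each gene was represented by its probe with the largest mean, which left 11872 genes. The methods do not say on how many arrays a probe had to be detected. The 3 groups were fitted together with limma, a linear model that shares information on the spread between genes. A gene was called modulated at the paper's threshold, an absolute log2 fold change over 1 and an adjusted p-value under 0.1 after Benjamini-Hochberg correction over all genes tested. With 2 arrays per group, the number of arrays limits the precision of every value, and an exact permutation test of 2 against 2 arrays cannot go below a two-sided p of 0.333. The choices that could change the numbers are the normalization, the detection filter, the choice among probes of a gene, and whether the replicate number enters the model.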

Finally, to obtain an overview of the immediate early genes activated by the stroma in response to the exogenous stimuli, gene expression profiles were generated from cultures of pure PA6 cells after 3 h of stimulation with FGF2 or BMP4. A comparative transcriptome analysis of FGF2- or BMP4-treated cells versus -GFs condition was performed by using LIMMA [27] and the results are summarized in a cartoon (Supplementary Fig. 1a). Within the ES/PA6 co-cultures, FGF2 could alter the expression of 189 genes just after 3 days of culture, while BMP4 required four more days to modulate a significant number of genes. This trend was maintained during time, being FGF2 able to modulate twice as many genes compared to BMP4 after 7 days of culture. PA6 cells alone responded very early to FGF2. 

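Over the 13000 probes detected on all 6 arrays, the log2 intensities of -GFs and FGF2 arrays with the same replicate number had a Pearson's r of 0.962 and 0.956. This was below the 0.970 between both -GFs arrays and the 0.984 between both FGF2 arrays (correlations across probes, which are not independent replicates). After the spline normalization, the largest fitted rises in response to FGF2 were those of the transcription factor genes EGR1 and EGR2, with log2 fold changes of 4.19 (standard error 0.36, adjusted p = 0.00459) and 4.13 (standard error 0.22, adjusted p = 0.0011). EGR2 went from a log2 intensity of 8.57 ± 0.29 (SD, n = 2) in -GFs medium to 12.71 ± 0.20 (SD, n = 2) with FGF2, a difference far larger than the spread between replicates. With each array left out in turn, the log2 fold change of EGR1 stayed between 4.03 and 4.33 and that of EGR2 between 3.94 and 4.32. TNFRSF12A (3.88), IL1RL1 (3.66), DUSP6 (3.55), SPP1 (3.45), EGR3 (3.43), DUSP4 (3.19), LOC240672 (3.13) and HMGA1 (2.99) completed the 10 largest fitted rises on the log2 scale. The order depends on the normalization, and with neqc IL1RL1 (5.29) and EGR3 (4.75) rose more than EGR2 (4.73) and EGR1 (4.35). It also depends on the choice of probe. Other detected probes rose less, by 0.12 for EGR3, 0.65 for HMGA1, 2.14 for DUSP6, and 2.45 and 0.97 for DUSP4. LOC240672 is the array's name for a transcript whose gene identifier belongs to Dusp5, and it was detected on 1 of the 2 -GFs arrays. DUSP4 was not called without FGF2 replicate 2 (log2 fold change 3.06, adjusted p = 0.109). IL1RL1 was detected on neither -GFs array, so that its change is known only as a bound, at least 12.0-fold, and cannot be ranked below the others. For such a bound the mean of the brighter group was set against, on each array of the dimmer group, the higher of the probe's own signal and the lowest signal among detected probes. The largest falls were those of 9430052C07RIK (-3.20), RASL11B (-3.06), BMF (-2.79), FAM107A (-2.60) and DBP (-2.49). BMF was still detected on 1 of the 2 FGF2 arrays. 9430052C07RIK was not called without FGF2 replicate 2 (-2.79, adjusted p = 0.126).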

After 3 h of incubation, FGF2 promoted the induction of 253 genes and the repression of 138 transcripts, thus indicating that at the onset of culture the differentiating ES cells might receive several paracrine signals from the stroma. 

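With 3 h of FGF2, 271 genes were called up-regulated and 148 down-regulated, so that 64.7% of the 419 modulated genes rose. All 419 moved in the same direction in both pairs of arrays with the same replicate number. A call already asks for a difference that is large against the spread between replicates. This outcome was thus largely set in advance and is no separate evidence. The methods name limma for modulated genes on the arrays, and an unpaired Student t-test for the paper's statistics in general (the methods' t-test). Among the alternatives set before the data were examined, the lowest counts were 0 and 0, with the methods' t-test after Benjamini-Hochberg correction. The highest were 716 and 686, without the threshold on the fold. At an unadjusted p under 0.05 with that threshold, the t-test called 202 up-regulated and 124 down-regulated genes. Whatever the fold, it gave 1780 genes at an unadjusted p under 0.05. The split between directions depended on the normalization. With each array scaled only to the common median, 208 genes were up-regulated and 209 down-regulated, and 49.9% of the calls were rises. The counts rested on both FGF2 arrays. Without FGF2 replicate 1 they were 122 and 62, and without FGF2 replicate 2 they were 71 and 35, the remaining FGF2 array being assumed to vary like the other groups. The totals moved less when a single -GFs or BMP4 array was left out. Similar totals did not mean the same genes, however. With a -GFs array left out, part of the genes called from all arrays were no longer called, and others took their place. Which genes were called thus rested on both -GFs arrays as well. From the number of genes induced and repressed at 3 h, the paper proposes that several paracrine signals from the stroma reach the differentiating ES cells at the onset of culture.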

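In PA6 cells treated with BMP4 for 3 h, limma called 1 gene up-regulated, ID1, and 0 down-regulated. At an unadjusted p under 0.05, 92 genes were higher and 123 lower. The methods' t-test with the same threshold on the fold called 7 genes up-regulated and 1 down-regulated at an unadjusted p under 0.05, and 0 after correction (432 genes had an unadjusted p under 0.05 in it whatever their fold). With the replicate number as a block in the model, 9 genes were up-regulated and 1 was down-regulated, but with neqc and the block, chosen after seeing the data, 1 and 0. The -GFs and BMP4 arrays with the same replicate number correlated across probes with r = 0.993 and 0.990, above the 0.975 between both BMP4 arrays. ID1, which encodes an inhibitor of DNA binding, rose from a log2 intensity of 9.74 ± 0.01 (SD, n = 2) to 12.51 ± 0.04 (SD, n = 2), with a log2 fold change of 2.77 (standard error 0.16, adjusted p = 0.00941). Its size moved little with any array left out, between 2.73 and 2.82. Its call was nevertheless lost without -GFs replicate 1 (adjusted p = 0.126), -GFs replicate 2 (0.103) or BMP4 replicate 1 (0.119), when no gene was called. Without BMP4 replicate 2, 2 genes were called, ID1 and IDB2. The genes that the block added to ID1 were named after their values had been seen, and some were also called in other fits (IDB2 as above, and ID2 with 2 other detection filters or with the trend and robust options of eBayes). They were ID2 (log2 fold change 1.72), ID3 (2.10), IDB2 (2.24), GSE1 (1.53), ATOH8 (1.52), UNC5B (1.44), CTGF (1.11) and IRF5 (1.11) among the rises, and MRGPRF (-1.22), which fell. RefSeq lists IDB2 as a synonym of ID2, so that these names include 2 probes of 1 gene. With single arrays left out, the log2 fold change of CTGF went from 0.66 to 1.56, in part below the threshold on the fold. Those of the other genes listed stayed beyond it, that of IDB2 going from 1.13 to 3.34. A list of BMP-SMAD target genes set before the data were examined had 8 members tested, all of them higher with BMP4 (7 of 8 when arrays were scaled only to the median), with a median log2 fold change of 1.23 and an adjusted p of 2.78e-24 from limma's camera test. Fry gave 0.00557, and camera with an estimated correlation 0.0513, above the threshold of 0.05. Of the 8 members, 1 passed an adjusted p of 0.1 over all genes tested and 7 did so when adjusted over the list alone (6 and 7 with the block). Tested directly against each other, FGF2 and BMP4 differed in 365 genes, 241 higher and 124 lower with FGF2. This number was 137 without FGF2 replicate 1, 96 without FGF2 replicate 2 and 243 without BMP4 replicate 1.

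**Figure D1:**
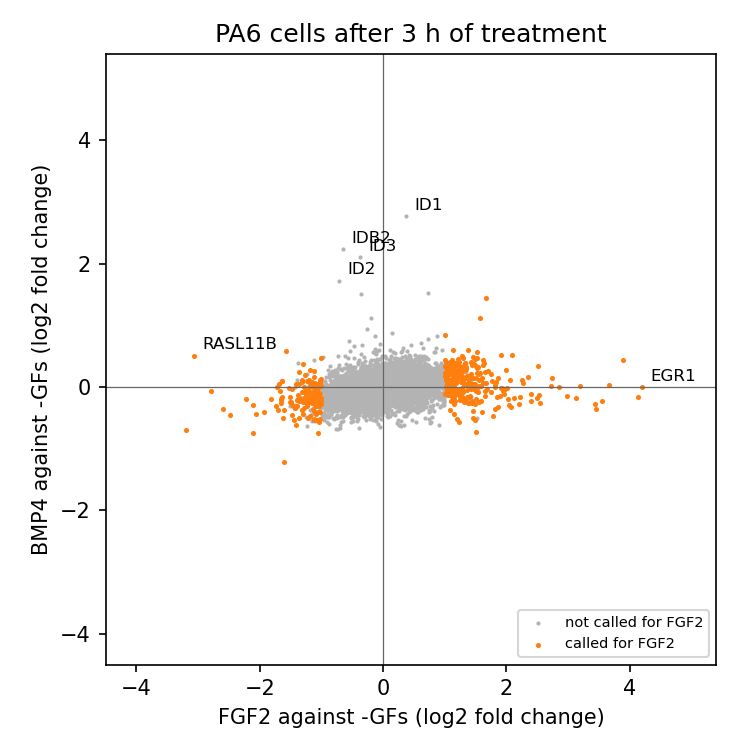
Log2 fold change against -GFs in PA6 cells after 3 h, for FGF2 (horizontal axis) and BMP4 (vertical axis), each point being 1 of 11872 genes and each axis using the same 2 -GFs arrays. The 419 genes called for FGF2, drawn in orange, spread from -3.20 to 4.19 along the FGF2 axis, while ID1 is highest on the BMP4 axis at 2.77.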

On the contrary, BMP4 could elicit an appreciable gene response only after 3 days of culture. A list of the genes modulated by FGF2 and BMP4 in pure cultures of PA6 cells at day 3 of culture is illustrated in Online Resource 1. After 7 days of culture, pure PA6 cells became unresponsive to both FGF2 and BMP4, thus making null their contribution to the co-culture system. After 3 days of culture, upon FGF2 stimulation, PA6 pure cells and ES/PA6 co-cultures share 38 genes while just 4 genes are in common between the two cell types upon BMP4 treatment (Supplementary Fig. 1b). The genes exclusively modulated in the co-cultures were probably involved in the differentiation program. To summarize, this gene expression analysis suggested that during the time window of 7 days of culture FGF2 could elicit an earlier and more robust response than BMP4, being accompanied by an immediate activation of the stroma.

The modulation of gene expression after 7 days of treatments is well visualized by the heat map shown in Fig. 2a. The enriched biological functions of up- and down-regulated genes were determined by IPA Ingenuity analysis. Such analysis evidenced the transforming growth factor β1 (TGFβ1) as one of the most important upstream regulators along with its indirect interactors all modulated by FGF2 (Supplementary Fig. 2). Figure 2b shows only those interactors, up-regulated and down-regulated, that relate to TGFβ1 with consistency: they are subdivided in two groups according to their relation or not relation with the observed endothelial phenotype. The importance of TGFβ1 in FGF2-induced endothelial differentiation was evident already from day 3: among the differentially expressed genes shown in the heat map (Supplementary Fig. 4a) TGFβ1 was evidenced as one of the most represented top upstream regulators with its indirect interactors some of which are consistent with the endothelial phenotype (Supplementary Fig. 4b and 4c).

**Fig. 2:**
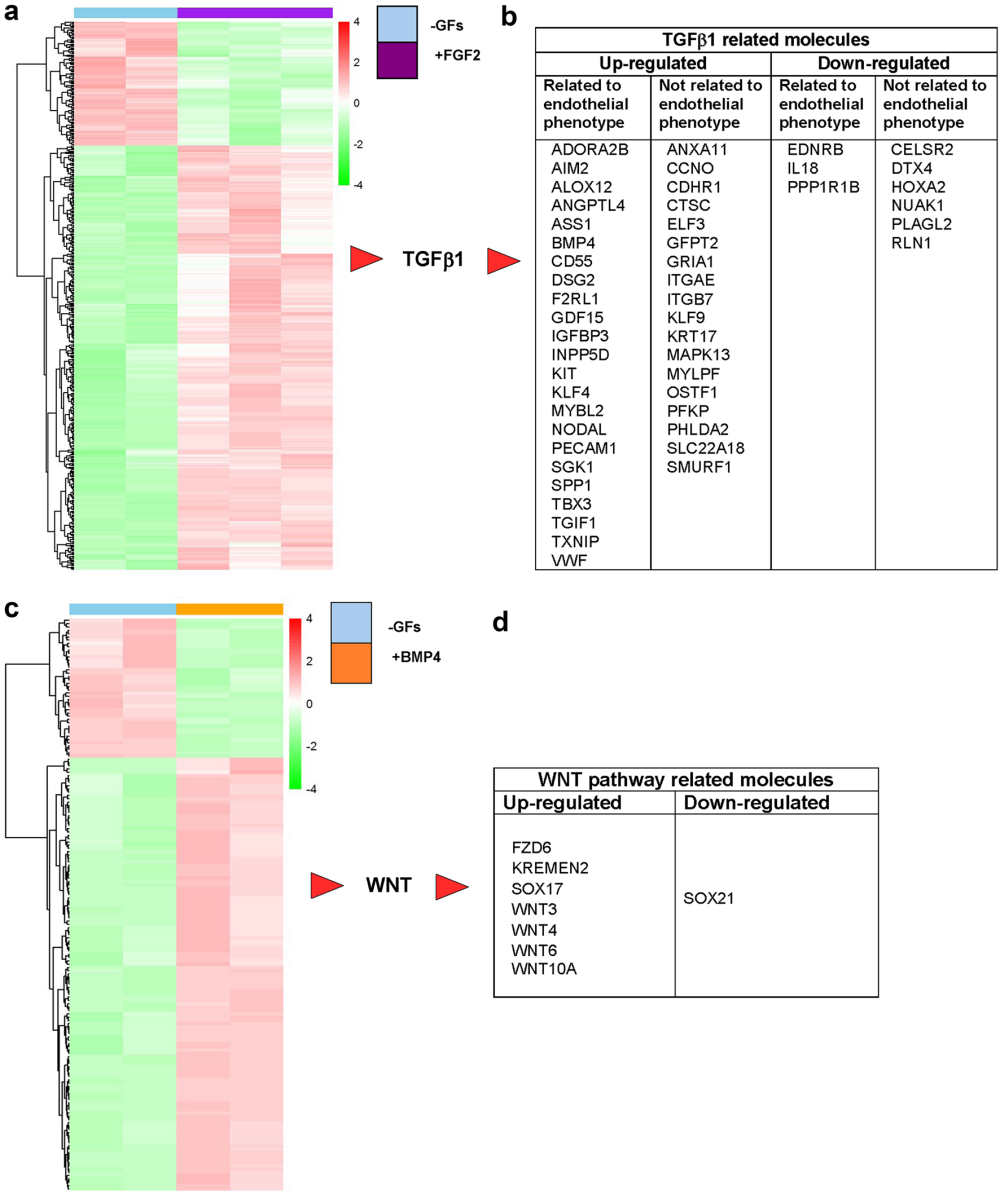
Activation of TGFβ1 pathway by FGF2 and WNT pathway by BMP4 in ES/PA6 co-cultures. **a** Heat map showing clustering of murine differentially expressed genes between FGF2-treated ES/PA6 co-cultures and co-cultures grown in -GFs medium for 7 days. Red: up-regulated genes; green: down-regulated genes. **b** The analysis of the differentially expressed genes by IPA Ingenuity software identified TGFβ1 as the most represented upstream regulator activated in response to FGF2. TGFβ1 indirect interactors were identified among the differentially expressed genes and listed accordingly to their modulation (up-regulated or down-regulated) and subdivided in two groups depending on the consistency with the observed endothelial phenotype. **c** Heat map showing clustering of murine differentially expressed genes between BMP4-treated ES/PA6 co-cultures and co-cultures grown in -GFs medium for 7 days. Red: up-regulated genes; green: down-regulated genes.** d** The analysis of the differentially expressed genes by IPA Ingenuity software identified WNT signaling as the most probable pathway activated by BMP4. The WNTs ligands and WNT-related molecules that were found to be differentially expressed in ES/PA6 co-cultures upon BMP4 stimulation are listed accordingly to their modulation (up-regulated or down-regulated)

A similar analysis was conducted on BMP4-treated samples after 7 days of culture. Among the 173 modulated genes shown in the heat map (Fig. 2c) IPA Ingenuity analysis identified eight genes belonging to the pathway of WNT (Fig. 2d), thus evidencing WNT pathway as the most representative molecular mechanism induced by BMP4 treatment (Supplementary Fig. 3). To summarize, the bioinformatics analysis of the output data of the array suggested that TGFβ1 might be involved in the endothelial differentiation of the ES cells in presence of FGF2, whereas WNT signaling was indicated as one of the possible protagonist for BMP4-driven endothelial differentiation.

To validate the array data, the levels of some of the messengers randomly chosen among those that were found to be modulated in the array were analyzed by real-time PCR. As shown in Supplementary Fig. 5a the messengers of TGFβ1, TBX3 (T-box transcription factor TBX3), SPP1 (secreted phosphoprotein 1), ACE (angiotensin converting enzyme), Sema7A (semaphorin 7A), and Nanog (homeobox protein Nanog) genes that, according to the array, were modulated after 3 days of co-culture upon FGF2 stimulation, were confirmed to be increased also by real-time PCR. Similarly, in accord with microarray results, after 7 days of cultures FGF2 induced the up-regulation of BMP4, the tyrosine kinase TEK, TBX3, SPP1, and TGFβ1 genes (Supplementary Fig. 5b) and the down-regulation of FGFR3 and of the transcription factor HES5 (Supplementary Fig. 5c).

### TGFβ1* in FGF2-induced endothelial differentiation*

The role played by TGFβ1 in FGF2-induced endothelial differentiation was evaluated by analyzing the differentiation process and the final phenotype acquired by ES/PA6 co-cultures in its absence. To this purpose, TGFβ1 expression was silenced contemporary in both PA6 and ES cells by adding at the onset of culture a lentiviral vector carrying the correspondent specific shRNA. Being aware of possible off-target effects, two different shRNA sequences were tested. TGFβ1 gene knockdown efficiency, as well as the levels of expression of endothelial markers VE-cadherin, ICAM2, FLK1, and T (brachyury) were evaluated by real-time PCR after 7 days of co-culturing ES cells in the presence of FGF2. Besides targeting TGFβ1 gene expression, both shRNA sequences 93-sh and 97-sh caused the down-regulation of the expression of endothelial markers suggesting an inhibition of endothelial differentiation (Fig. 3a). Indeed, the immunofluorescence analysis of ES/PA6 co-cultures silenced for TGFβ1 expression and treated with FGF2 revealed the almost total absence of VE-cadherin^+^ cells after 7 days of culture (Fig. 3b). The quantification of the areas occupied by the VE-cadherin^+^ cells confirmed a 70–80% reduction of the differentiated endothelium thus reinforcing the relevance of TGFβ1 in determining the endothelial fate (Fig. 3c). The specificity of the involvement of TGFβ1 in FGF2-induced endothelial differentiation was further investigated by evaluating the capacity of exogenous recombinant TGFβ1 to recover the endothelial phenotype in TGFβ1-silenced ES/PA6 co-cultures upon FGF2 stimulation. As shown in Fig. 4a, in the presence of exogenous TGFβ1 ES cells recovered the capacity to maturate into VE-cadherin^+^ cells that mostly appeared as disorganized cell clusters with few vessels-like structures. The loss of organization of the recovered VE-cadherin^+^ endothelial cells is in line with what previously observed by Goumans et al., in engineered EBs overexpressing the wild type form of TGFBR2 [28]. The rescue of the endothelial phenotype by exogenous TGFβ1 in TGFβ1-silenced ES/PA6 co-cultures was confirmed by the raise of VE-cadherin and VEGFA transcripts respect to the ones measured in co-cultures silenced with 93-sh (Fig. 4b) and by the raise of VE-cadherin, VEGFA and FLK1 transcripts when recombinant TGFβ1 was added to co-cultures silenced with 97-sh (Fig. 4c). Furthermore, the quantification by image analysis of the areas occupied by VE-cadherin^+^ cells proved the reacquisition of the endothelial commitment of the differentiating ES cells in the presence of exogenous TGFβ1 (Fig. 4d). In line with the involvement of TGFβ1 in FGF2-driven endothelial differentiation, TGFBR1 and TGFBR2, other than TGFβ1 itself, were found to be expressed and up-regulated by FGF2 in both ES/PA6 co-cultures and pure cultures of PA6 cells along with the TGFβ1 target genes SNAI1 and CTGF (Supplementary Fig. 6 and 7). These data demonstrate that in ES/PA6 co-culture system FGF2 elicits endothelial commitment in the differentiating ES cells through TGFβ1 action.

**Fig. 3:**
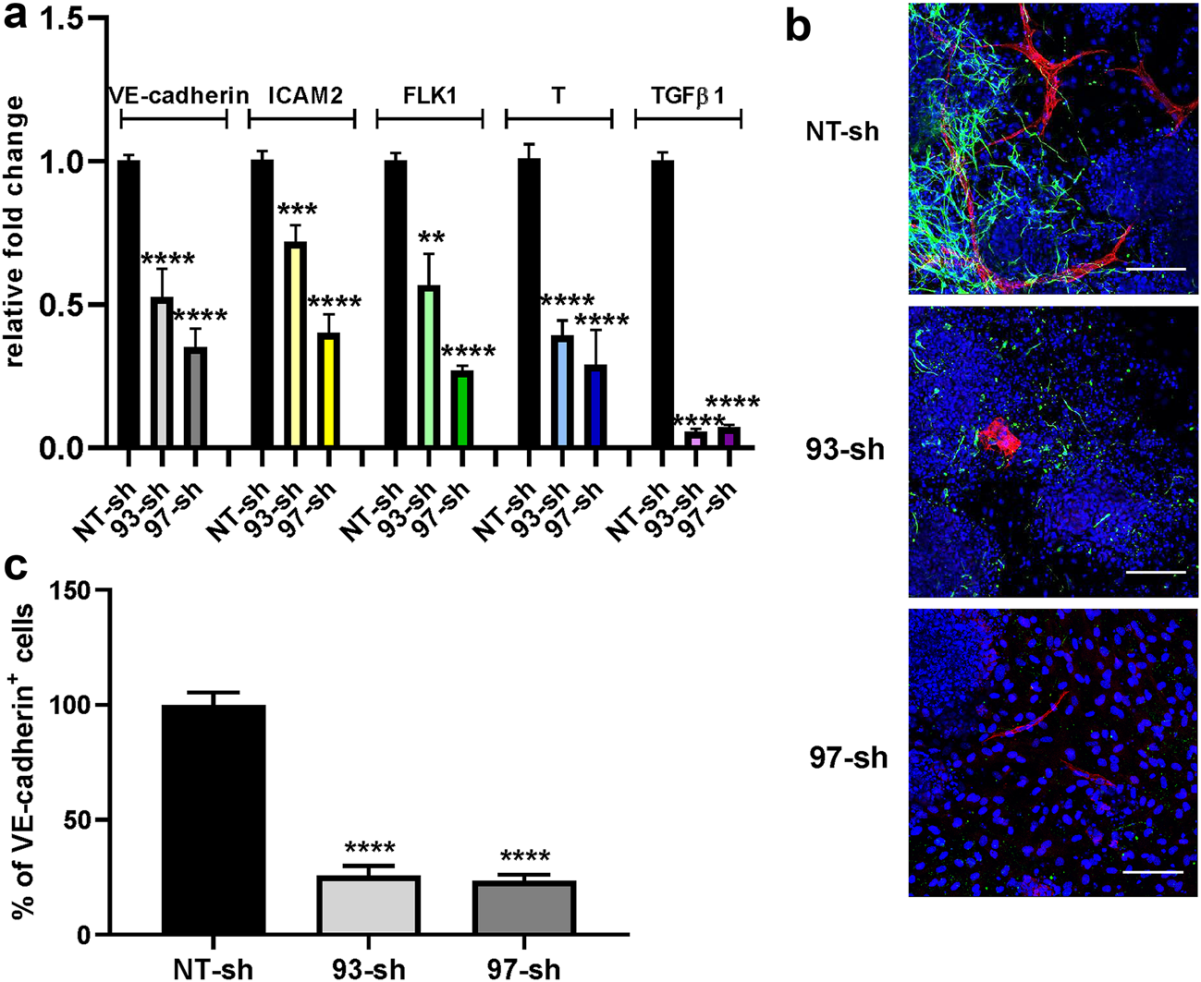
Inhibition of endothelial differentiation by silencing TGFβ1 in ES/PA6 co-cultures upon FGF2 stimulation. TGFβ1 expression was knocked out by adding lentiviral vectors carrying TGFβ1specific shRNAs (93-sh, 97-sh) or a non-transducing shRNA (NT-sh) to the culture medium of ES/PA6 co-cultures. **a** After 7 days, the modulation of the expression of endothelial markers and of TGFβ1gene was evaluated by real-time PCR in response to FGF2 and expressed as relative fold change over the levels of expression obtained from ES/PA6 co-cultures transduced with NT-sh. Data were normalized to the housekeeping gene TBP. All gene examined were significantly down-regulated by silencing TGFβ1 (*n* = 4, mean ± SEM; **p < 0.01, ***p < 0.001, ****p < 0.0001). **b** Immunofluorescent stainings of ES/PA6 cell co-cultures transduced with NT-sh, 93-sh, and 97-sh and grown in presence of FGF2 were performed with anti-VE-cadherin and anti-βIII-tubulin antibodies to detect endothelial cells (in red) and neurons (in green). Nuclei were evidenced in blue by DAPI staining. Scale bars: 50 µm. **c** The inhibition of the endothelial differentiation in TGFβ1-silenced co-cultures was quantified by measuring the area occupied by VE-cadherin^+^ cells. The resulting data were normalized to those obtained by NT-sh transduced co-cultures and expressed as percentage of VE-cadherin^+^ cells (*n* = 6, mean ± SEM; ****p < 0.0001)

**Fig. 4:**
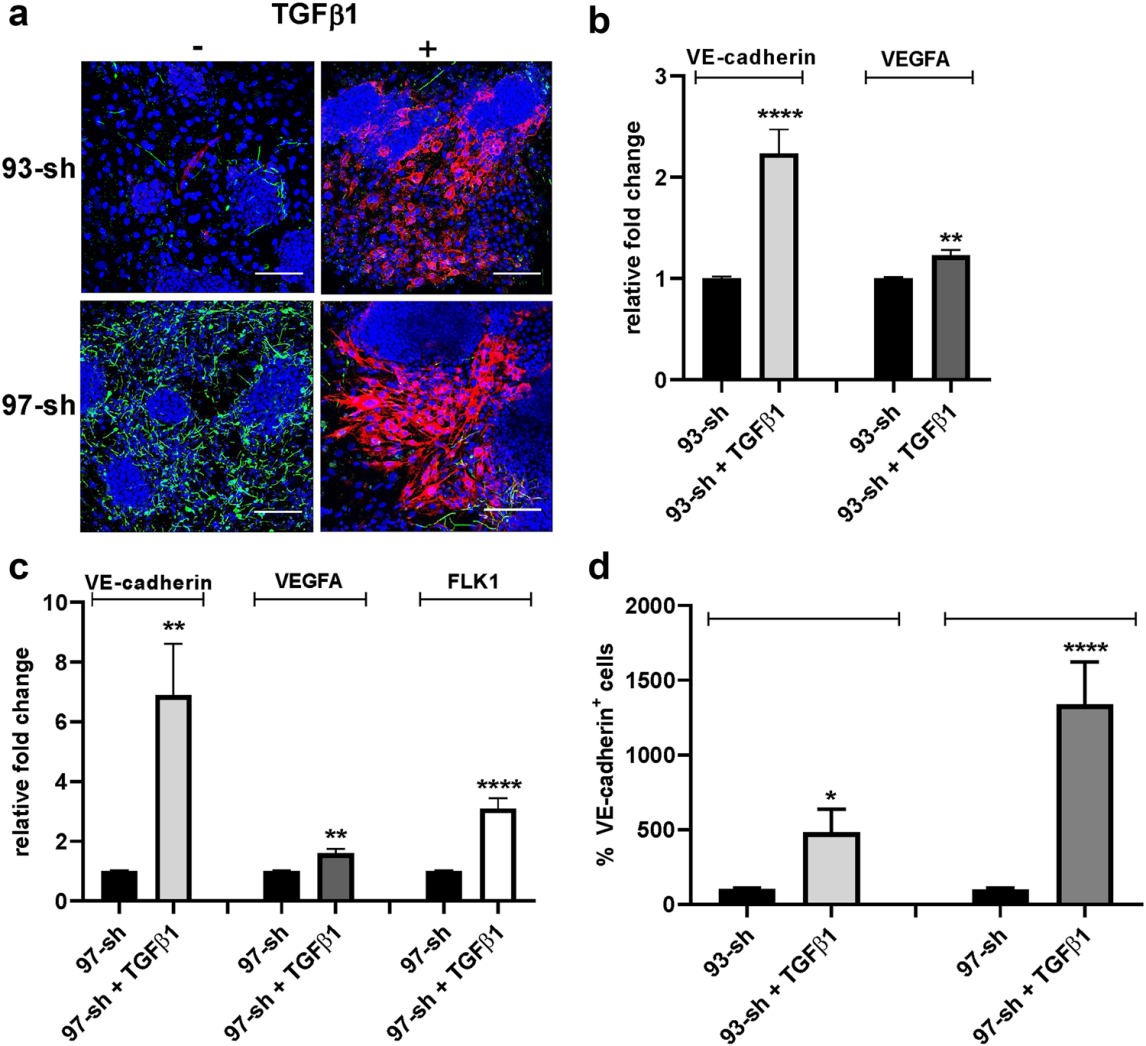
Exogenous recombinant TGFβ1 can rescue the inhibition of FGF2-driven endothelial differentiation induced by silencing TGFβ1in ES/PA6 co-cultures. **a** Immunofluorescent stainings of ES/PA6 co-cultures treated with FGF2 and transduced with the two TGFβ1 specific shRNAs 93-sh and 97-sh were performed with anti-VE-cadherin and anti-βIII-tubulin antibodies, in absence or in presence of recombinant TGFβ1. The addition of recombinant TGFβ1 to the culture medium resumed the differentiation of ES cells into VE-cadherin^+^ cells (in red). Nuclei were evidenced in blue by DAPI staining. Scale bars: 50 µm. After 7 days of culture, the modulation of endothelial markers expression in ES/PA6 co-cultures transduced with 93-sh (**b**) or 97-sh (**c**), was evaluated by real-time PCR in response to recombinant TGFβ1 and expressed as relative fold change over the level of expression obtained in untreated ES/PA6 co-cultures. Data were normalized to the housekeeping gene TBP (*n* = 3, mean ± SEM; **p < 0.01, ****p < 0.0001), **d** The capacity of exogenous TGFβ1 to resume the endothelial commitment of TGFβ1-silenced ES/PA6 co-cultures was quantified by measuring the area occupied by VE-cadherin^+^ cells. The resulting data were normalized to those obtained in absence of recombinant TGFβ1 and expressed as percentage of VE-cadherin^+^ cells (*n* = 5, mean ± SEM; *p < 0.05, ****p < 0.0001)

### *Role of the stroma-derived *TGFβ1* in endothelial differentiation*

Being the stromal component, PA6 cells sent important signals to the ES cells that were differentiating above them. Indeed, pure cultures of PA6 cells treated with FGF2 actively responded with a significant modification of transcriptome starting from 3 h of treatment (Supplementary Fig. 8a). 

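Without the threshold on the fold, 1402 of the genes tested passed the adjusted p-value after 3 h of FGF2, 716 higher and 686 lower, and 2768 had an unadjusted p under 0.05. With the replicate number as a block, a combination chosen after seeing the data, 4478 genes passed, 2152 higher and 2326 lower, and 4824 had an unadjusted p under 0.05. Among all genes the median absolute log2 fold change was 0.24 for FGF2 and 0.11 for BMP4. A list of feedback and immediate early genes of the ERK pathway, set before the data were examined, had 15 members tested. All 15 were higher with FGF2, from 0.40 to 4.19, with a median log2 fold change of 2.00, and they were also all higher under the other normalizations tried. In camera, which compares the list with the remaining genes at a preset inter-gene correlation of 0.01, the adjusted p was 2.8e-18 over 14 tests. The rotation test fry gave 0.00407, and camera with the correlation estimated from the arrays gave 0.136. In the list 12 genes were called modulated, all up-regulated. At an adjusted p under 0.1, 14 of the 15 passed over all genes tested, and 14 when adjusted over the list alone. SPRY4, a member of the list, was undetected on both -GFs arrays and was at least 1.37-fold higher with FGF2. The same list had a median log2 fold change of -0.04 with BMP4 (adjusted p = 0.75), with 5 of 15 members higher.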

Out of the 391 modulated genes, the levels of expression of some of them, such as VEGFA, Sema7A, SNAI1, SNAI2, FGFR2, and TGFβ1 were confirmed by real-time PCR (Supplementary Fig. 9a). 

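All 6 genes named for the PCR were called modulated on the arrays, VEGFA, SEMA7A, SNAI1 and TGFB1 being up-regulated and SNAI2 and FGFR2 down-regulated. The log2 intensity of TGFB1 rose from 9.78 ± 0.16 (SD, n = 2) in -GFs medium to 10.92 ± 0.31 (SD, n = 2) with FGF2, a log2 fold change of 1.14 (standard error 0.20, adjusted p = 0.0258). It was the smallest of the 6 changes, and the call was lost without -GFs replicate 1 (1.03, adjusted p = 0.100) and without FGF2 replicate 2 (0.93, adjusted p = 0.187). VEGFA rose from 10.75 ± 0.04 to 12.04 ± 0.17 (SD, n = 2), by 1.29 (standard error 0.17, adjusted p = 0.0115), and SNAI1 from 10.51 ± 0.14 to 12.03 ± 0.13 (SD, n = 2), by 1.52 (standard error 0.18, adjusted p = 0.01). A second, dimmer probe of SNAI1 rose by 0.71, and a second detected probe of VEGFA by 1.45. For FGFR2, a second, dimmer probe changed by -0.84, short of the threshold on the fold. SEMA7A had a log2 fold change of 1.62 (standard error 0.20, adjusted p = 0.0113). It was undetected on both -GFs arrays, and its change is known as at least 2.24-fold. SNAI2 fell by 1.58 (standard error 0.31, adjusted p = 0.0342), from 11.88 ± 0.50 to 10.30 ± 0.48 (SD, n = 2), and FGFR2 by 1.29 (standard error 0.17, adjusted p = 0.0114), from 12.33 ± 0.22 to 11.04 ± 0.10 (SD, n = 2). Other calls depended on single arrays as well. Without FGF2 replicate 1, VEGFA (1.17, adjusted p = 0.107), FGFR2 (-1.23, 0.107) and SNAI2 (-1.92, 0.103) were not called. Without FGF2 replicate 2, this held for SNAI1 (1.42, 0.111), SEMA7A (1.47, 0.111), FGFR2 (-1.36, 0.108) and SNAI2 (-1.24, 0.235). SNAI2 was also not called without -GFs replicate 1 (-1.23, 0.110). The direction of each of the 6 genes stayed the same under every alternative that gave a value. In cells treated with BMP4 none of the 6 genes passed the threshold, the largest change being 0.59 for SNAI2. In the direct comparison of FGF2 with BMP4, TGFB1 was higher with FGF2 by 1.42 (standard error 0.20, adjusted p = 0.0158).

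**Figure D2:**
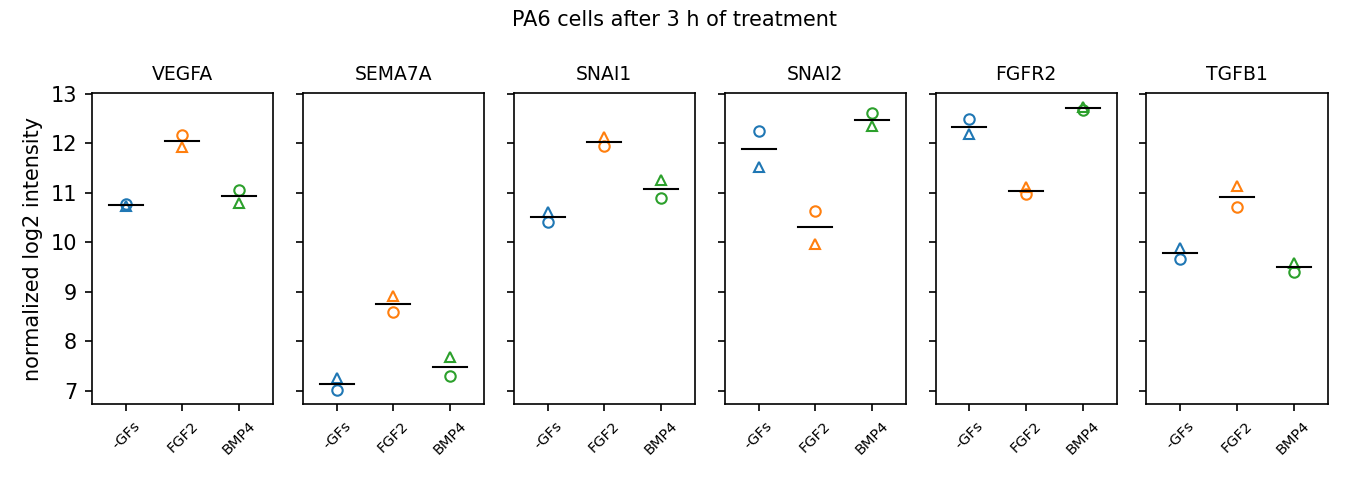
Normalized log2 intensity of the 6 genes in PA6 cells after 3 h without growth factors (-GFs), with FGF2 or with BMP4. Circles are replicate 1, triangles replicate 2, and the line is the mean of both. VEGFA, SEMA7A, SNAI1 and TGFB1 lie higher with FGF2 on both arrays than on either -GFs array, while SNAI2 and FGFR2 lie lower.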

Among all these genes, TGFβ1 was evidenced as one of the most represented upstream regulator, as detected by IPA Ingenuity analysis (Supplementary Fig. 8b). 

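The Ingenuity knowledge base was not used here, and the regulator was looked at through 2 gene lists set before the data were examined. The first holds TGFβ-SMAD target genes, of which 18 were tested. With FGF2, 11 of the 18 were higher, the median log2 fold change was 0.22 and the range -0.42 to 2.49. With arrays scaled only to the median, 9 of 18 were higher. The list differed from the other genes in camera (adjusted p = 0.0312) and in fry (0.00402), but not with an estimated inter-gene correlation (0.199) or without FGF2 replicate 1 (0.0657). The 4 members called modulated were BHLHB2 (2.49), a RefSeq synonym of Bhlhe40 matched by name, CTGF (1.57, adjusted p = 0.0621), SNAI1 and TGFB1 itself. CTGF was not called without -GFs replicate 2 (1.12, 0.197), FGF2 replicate 1 (1.10, 0.270) or FGF2 replicate 2 (2.05, 0.126), nor with arrays scaled only to the median (1.48, 0.100). At an adjusted p under 0.1, 6 of the 18 passed over all genes tested and 7 when adjusted over the list alone (9 and 10 with the replicate number as a block). SMAD7, a target of the same pathway, was not detected on any array. The second list holds ligands, receptors and SMADs of the TGFβ pathway. Of 11 members tested, 8 were higher with FGF2 (median log2 fold change 0.34), without passing the threshold in camera (adjusted p = 0.0696, or 0.0274 with the replicate number as a block, and 0.0367 without -GFs replicate 2). Over the alternatives other than left-out arrays it lay between 0.0274 and 0.227. In this list SMAD3 (1.49, standard error 0.18, adjusted p = 0.0103) was called together with TGFB1. Over all genes 3 of the 11 passed an adjusted p of 0.1, and 6 when adjusted over the list alone (8 and 10 with the block). TGFB2 rose by 0.51 (adjusted p = 0.121), and TGFB3 fell by 0.90 (adjusted p = 0.0876) and stayed short of the threshold on the fold.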

Similar results were obtained also with pure cultures of PA6 cells after 3 days of treatment with FGF2 (Supplementary Fig. 8c, 8d, and 9b). On this base, it was important to distinguish between the contribution given to the endothelial commitment by paracrine TGFβ1 derived from the stroma, from the autocrine signal coming from the ES cells themselves [29]. To this purpose, ES cells were co-cultured in presence of FGF2 with PA6 cells in which the expression of TGFβ1 was previously silenced with TGFβ1-shRNAs (Supplementary Fig. 10). After 7 days of culture in presence of FGF2, the VE-cadherin^+^ cells that differentiated on TGFβ1-silenced PA6 cells were limited to few small branches, as visualized by immunofluorescence (Fig. 5a). A real-time PCR analysis performed on total RNAs purified from ES/PA6 co-cultures prepared with PA6 cells transduced with TGFβ1-shRNAs or with NT-shRNA confirmed a down-regulation of the messengers of endothelial genes, such as TEK, VEGFA, VE-cadherin, ICAM2, FLK1 (Fig. 5b). The inhibitory effect pursued by silencing the paracrine TGFβ1 was better quantified by measuring the areas occupied by VE-cadherin^+^ cells in all co-cultures and by comparing the values obtained with TGFβ1-silenced PA6 cells (93-sh and 97-sh) with the ones of control PA6 cells (NT-sh) (Fig. 5c). These data show that the blockade of TGFβ1 paracrine signal counteracts the potential of ES cells endothelial differentiation of about 50%, thus underling the importance of the stroma within the co-cultures.

**Fig. 5:**
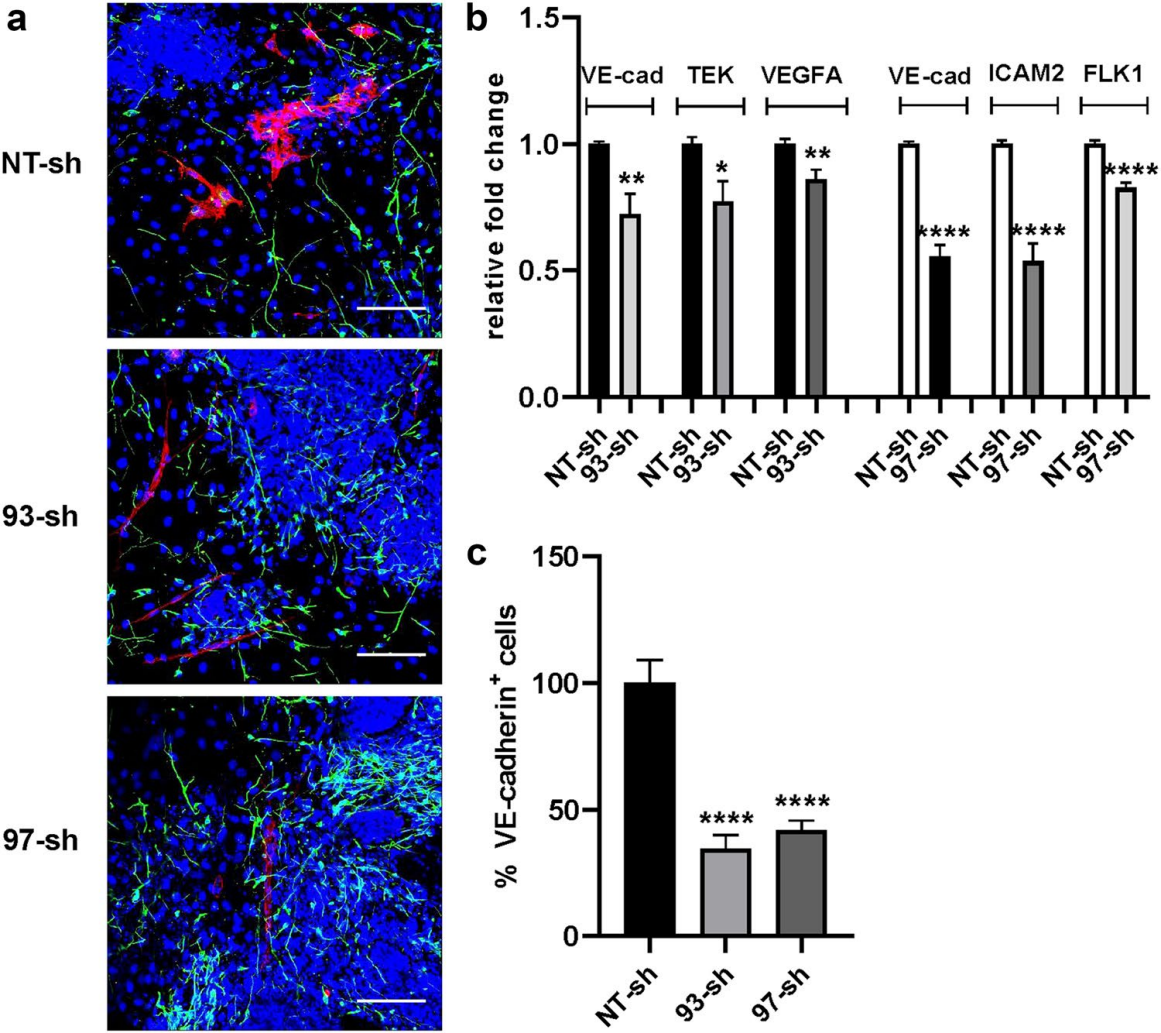
Role of paracrine TGFβ1 released by stromal cells in FGF2-driven endothelial differentiation in ES/PA6 co-cultures. ES cells were co-cultured upon FGF2 stimulation with PA6 stromal cells that were previously transduced with NT-sh or with the two TGFβ1 specific shRNAs 93-sh and 97-sh. **a** Immunofluorescent stainings of co-cultures with anti-VE-cadherin and anti-βIII-tubulin antibodies evidenced a decrease in the maturation of VE-cadherin^+^ cells (in red). Nuclei were evidenced in blue by DAPI staining. Scale bars: 50 µm. **b** After 7 days of culture, upon FGF2 stimulation, the modulation of the expression of endothelial markers was evaluated by real-time PCR in co-cultures settled with PA6 cells silenced for TGFβ1 expression. Data were expressed as relative fold change over the levels of expression obtained by using NT-sh-transduced PA6 cells as feeders. Data were normalized to the housekeeping gene TBP (*n* = 3, mean ± SEM; *p < 0.05, **p < 0.01, ****p < 0.0001). **c** The decrease of endothelial differentiation caused by the lack of stromal TGFβ1 was quantified by measuring the area occupied by VE-cadherin^+^ cells. The resulting data were normalized to those obtained by using PA6 cells transduced with NT-sh and expressed as percentage of VE-cadherin^+^ cells (*n* = 3, mean ± SEM; ****p < 0.0001)

### Involvement of WNT pathway in BMP4-induced endothelial differentiation

Similar to FGF2, exogenous BMP4 can induce endothelial differentiation of the ES cells within the co-cultures with the difference that it is characterized by a richer production of mature VE-cadherin^+^ endothelium to the expense of neural differentiation. These findings agree with the specific activities of BMP4, a well-known mesoderm inducer and neural inhibitor [6, 23]. The involvement of WNT pathway in BMP4-induced endothelial differentiation suggested by bioinformatics analysis of transcriptome data (Fig. 2c, d), was confirmed by real-time PCR performed on total RNA purified from ES/PA6 co-cultures after 7 days of treatment with BMP4 or after 7 days of culture in -GFs medium. In agreement with gene expression results, we confirmed that four members of WNT family were up-regulated (WNT3, WNT4, WNT6, and WNT10A) along with FZD6, which is one of the receptors of WNT ligands (Supplementary Fig. 11a). Few other genes, randomly chosen among all the genes that, according to the array, were modulated, were confirmed to be activated, such as SNAI2, TBX3, SPP1, TEK while HES5 was down-regulated (Supplementary Fig. 11b). The role played by WNT pathway in BMP4-induced endothelial differentiation was evaluated by analyzing the impact that a blockade of WNT signaling might have on the differentiation process of the ES cells. To this purpose ES/PA6 co-cultures were grown for 7 days in presence of BMP4 and upon the action of the chemical WNT inhibitor IWP2 [30]. By blocking WNT palmitoylation through the inactivation of porcupine, a member of the membrane-bound O-acyltransferases [31], IWP2 inhibits WNT activation and secretion. The immunofluorescent analysis performed with an anti-VE-cadherin antibody of ES/PA6 cells co-cultures upon BMP4 stimulation revealed that the presence of IWP2 severely impaired the maturation of VE-cadherin^+^ cells (Fig. 6a). The analysis by real-time PCR of the mRNA levels of the endothelial markers ICAM2, FLK1, and T confirmed the inhibitory effect of IWP2 (Fig. 6b). Indeed, the quantification of the VE-cadherin^+^ cells showed a significant reduction of the areas occupied by the endothelial cells in presence of IWP2 compared to the endothelium developed in its absence (Fig. 6c). On the contrary the presence of IWP2 did not affect the FGF2-induced endothelial differentiation (Supplementary Fig. 12) thus confirming that, differently from BMP4, FGF2 did not require WNT signaling to address endothelial fate in ES cells. Being aware of possible generic effects of a powerful molecule such as a chemical inhibitor, the contribution of WNT activity to BMP4-induced endothelial differentiation was better defined by specifically inhibiting a single WNT molecule. The fact that, among the four WNT modulated genes, WNT 6 was activated up to almost two hundred times, made it a favorite candidate for a focused inhibitory strategy. Indeed WNT6 expression was gradually but consistently up-regulated by BMP4 in ES/PA6 co-cultures during time along with the WNT receptors FZD4 and LRP6 (Supplementary Fig. 13). On the contrary pure cultures of PA6 cells did not express WNT6 (data not shown) and WNT receptors were not significantly modulated by BMP4 (Supplementary Fig. 14). On this base, WNT6 expression was silenced at the onset of co-cultures by specific shRNAs. Being aware of possible off-target effects, five different shRNA sequences were assayed. WNT6 knockdown efficiency was evaluated by real-time PCR after 7 days of culturing ES/PA6 cells co-cultures in the presence of BMP4. The levels of WNT6 gene expression were expressed as fold change of mRNA levels over the one obtained with control cells transduced with NT-sh (Supplementary Fig. 15). Out of the five shRNAs sequences, the less efficient 1803-sh and 1805-sh were not considered in the experiments that followed. The immunofluorescence analysis performed on ES/PA6 cells co-cultures stimulated with BMP4 and after 7 days of culture revealed a significant reduction of the VE-cadherin^+^ cells in response to WNT6 silencing respect to control co-cultures transduced with NT-sh (Fig. 7a). In accord to this trend, as a consequence of WNT6 blockade, the expression of messengers of the endothelial markers VE-cadherin, ICAM2, FLK1, and TIE1 was significantly downregulated respect to the basal levels obtained with control co-cultures (Fig. 7b). Accordingly, in WNT6-silenced co-cultures the areas occupied by VE-cadherin^+^ cells were significantly reduced (50%) compared to the endothelium developed in control co-cultures (Fig. 7c). The fact that the reduction of endothelium was not absolute suggested that WNT6 was not the only WNT molecule involved, especially since WNT10A was confirmed to be up-regulated of a hundred times in response to BMP4 (Supplementary Fig. 11a).

**Fig. 6:**
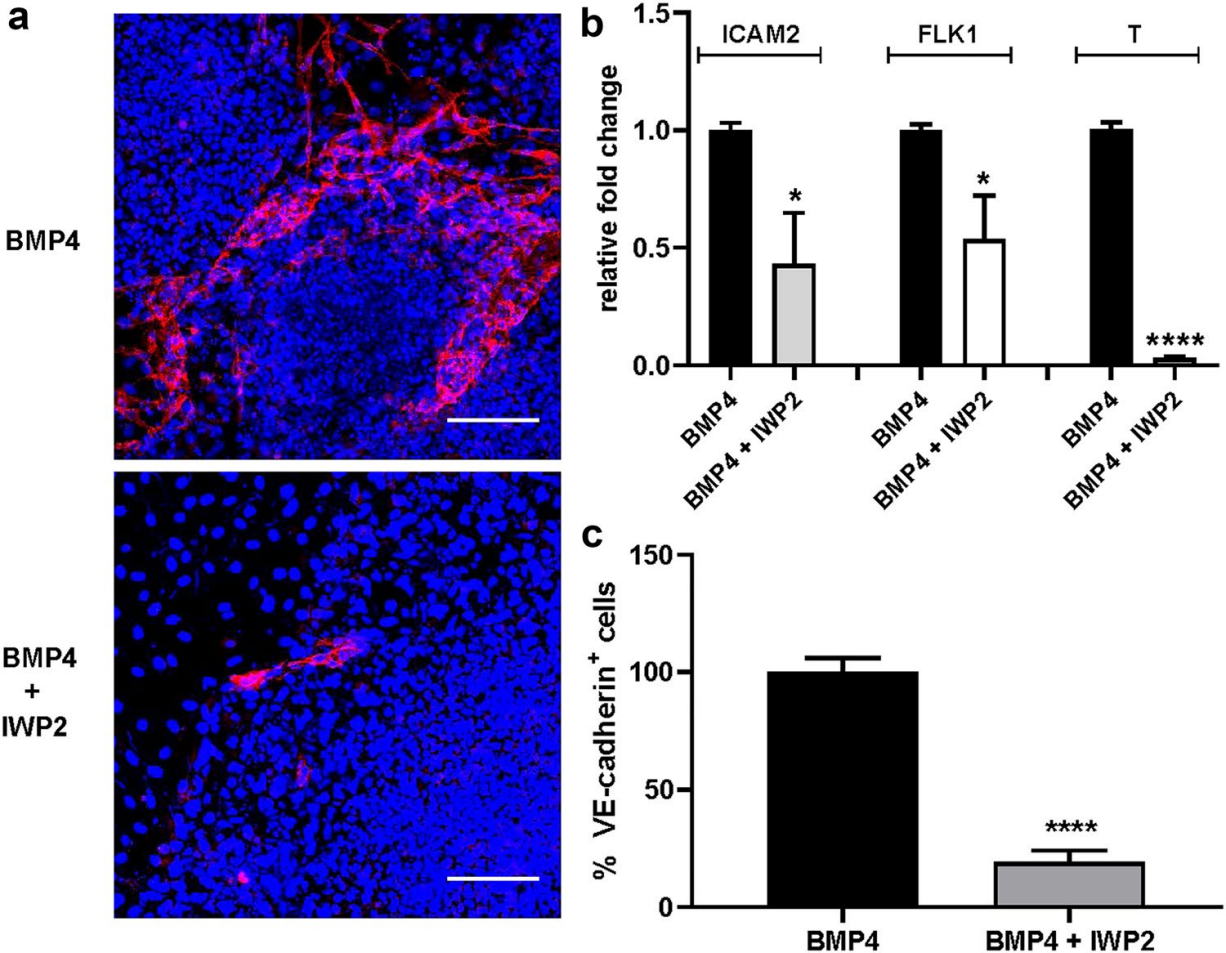
Inhibition of WNT signaling causes a decreased efficiency of the endothelial differentiation induced by BMP4. **a** ES/PA6 co-cultures were cultured for 7 days upon BMP4 stimulation in presence or in absence of the chemical WNT inhibitor IWP2. Immunofluorescent stainings performed with anti-VE-cadherin antibody evidenced how IWP2 affected the endothelial differentiation driven by BMP4, being the VE-cadherin^+^ cells (in red) significantly reduced in IWP2-treated co-cultures respect to the untreated ones. Nuclei were evidenced in blue by DAPI staining. Scale bars: 50 µm. **b** The modulation of the expression of endothelial markers was evaluated by real-time PCR in ES/PA6 co-cultures stimulated with BMP4 and treated with IWP2. The data were normalized to the housekeeping gene TBP and expressed as relative fold change over the levels of expression detected in untreated co-cultures (*n* = 2, mean ± SEM; *p < 0.05, ****p < 0.0001). **c** Quantification of the inhibition of BMP4-driven endothelial differentiation by IWP2 was performed by measuring the area occupied by VE-cadherin^+^ cells. The data were normalized against those obtained with untreated co-cultures and expressed as percentage of VE-cadherin^+^ cells (*n* = 3, mean ± SEM; ****p < 0.0001)

**Fig. 7:**
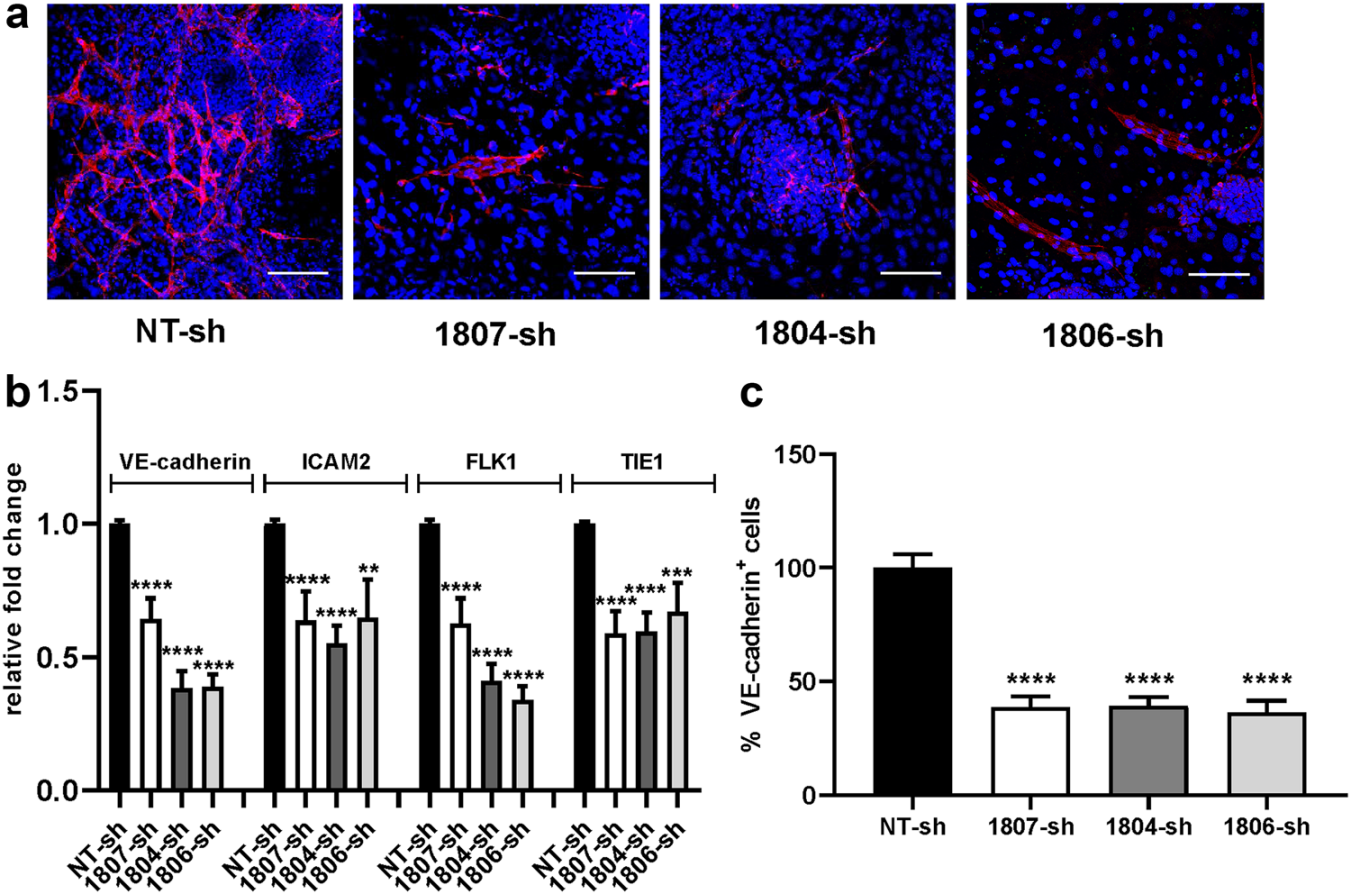
Inhibition of endothelial differentiation by silencing WNT6 in ES/PA6 co-cultures upon BMP4 stimulation. WNT6 expression was silenced in ES/PA6 co-cultures by adding to the culture medium lentiviral particles containing lentiviruses carrying WNT6-specific shRNAs (1807-sh, 1806-sh, 1804-sh), whereas a non-transducing shRNA (NT-sh) was used as control. **a** After 7 days of culture and BMP4 stimulation, a significant decrease of endothelial cells maturation was evident in WNT6-silenced ES/PA6 co-cultures compared to the control (NT-sh), as evidenced by immunofluorescent staining obtained with the anti-VE-cadherin antibody (in red). Nuclei were evidenced in blue by DAPI staining. Scale bars: 50 µm. **b** The levels of expression of endothelial markers were evaluated by real-time PCR in ES/PA6 co-cultures stimulated with BMP4 and silenced for WNT6 expression. After normalization to the housekeeping gene TBP, data were expressed as relative fold change of co-cultures transduced with the specific WNT6 shRNAs 1807-sh, 1806-sh, and 1804-sh over the control co-cultures transduced with NT-sh (*n* = 3, mean ± SEM; **p < 0.01, ***p < 0.001, ****p < 0.0001). **c** The inhibition of endothelial differentiation caused by silencing WNT6 expression was quantified by measuring the area occupied by VE-cadherin^+^ cells. The data derived from ES/PA6 co-cultures transduced with each of the three WNT6-specific shRNAs 1807-sh, 1806-sh, and 1804-sh were normalized against those obtained with control co-cultures transduced with NT-sh (*n* = 3, mean ± SEM; ****p < 0.0001)

The specific contribution given by WNT6 to the BMP4-driven endothelial commitment of ES cells was better investigated by evaluating the capacity of exogenous recombinant WNT6 to recover the impaired endothelial phenotype observed upon WNT6 gene silencing. To this purpose, recombinant WNT6 was added, at the onset of culture, to the culture medium of ES/PA6 co-cultures in which WNT6 expression was inhibited by specific WNT6 shRNAs and the accomplishment of the endothelial phenotype was evaluated by immunofluorescence analysis. As shown in Fig. 8a, recombinant WNT6 could recover the partial loss of ES cells endothelial commitment caused by silencing the endogenous WNT6. Such phenotype recovery was also mirrored at the gene expression level, since in the presence of exogenous WNT6, the messengers of the endothelial markers VE-cadherin, ICAM2, TIE1, VEGFA, and TEK regained an increased level of expression respect to WNT6-silenced co-cultures grown in absence of WNT6 (Fig. 8b, c). The capacity to rescue the endothelial phenotype by recombinant WNT6 was quantified by measuring the areas occupied by VE-cadherin^+^ cells that developed in ES/PA6 co-cultures after having been silenced for WNT6 expression and treated or not with exogenous WNT6 (Fig. 8d). These data support the role played by WNT6 in BMP4-induced endothelial differentiation.

**Fig. 8:**
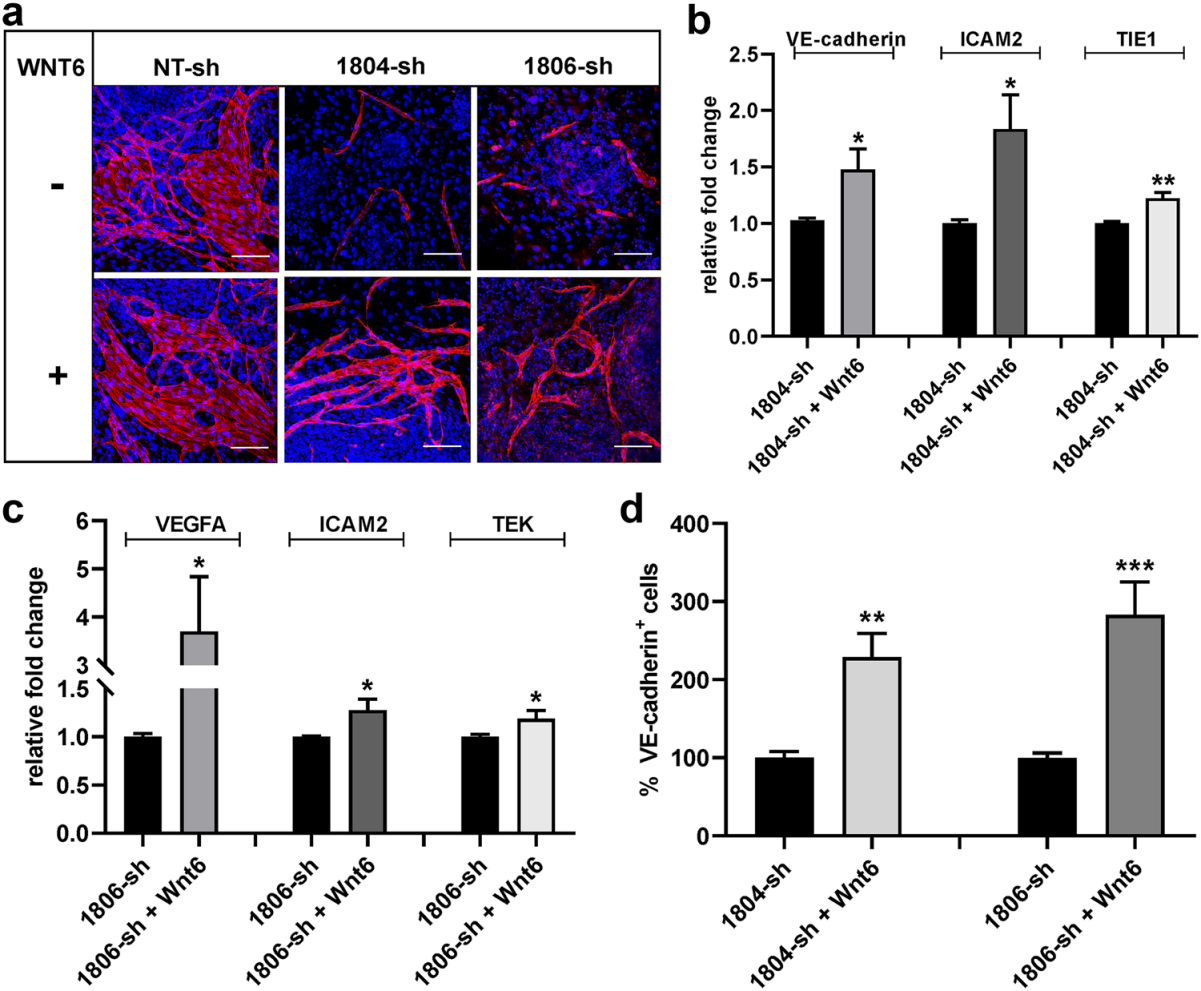
Exogenous recombinant WNT6 can rescue the inhibition of BMP4-driven endothelial differentiation induced by silencing WNT6 in ES/PA6 co-cultures. **a** Immunofluorescent stainings of ES/PA6 co-cultures transduced with the two WNT6-specific shRNAs 1804-sh and 1806-sh or with non-transducing NT-sh in presence or in absence of exogenous recombinant WNT6. The anti-VE-cadherin antibody evidenced the capacity of recombinant WNT6 to resume the efficiency of the endothelial differentiation that was partially impaired by the loss of endogenous WNT6. Endothelial cells were evidenced in red while nuclei in blue by DAPI staining. Scale bars: 50 µm. As evidenced by real-time PCR, exogenous WNT6 could resume the expression of endothelial genes in ES/PA6 co-cultures in which the endogenous WNT6 was silenced with 1804-sh (**b**) or with 1806-sh (**c**). After normalization to the housekeeping gene TBP, data were expressed as relative fold change of co-cultures treated with WNT6 over the untreated ones (*n* = 3, mean ± SEM; *p < 0.05, **p < 0.01 and *n* = 2, mean ± SEM; *p < 0.05). **d** The capacity of exogenous WNT6 to resume the endothelial commitment of WNT6-silenced ES/PA6 co-cultures was quantified by measuring the area occupied by VE-cadherin^+^ cells. The resulting data were normalized to those obtained in absence of recombinant WNT6 and expressed as percentage of VE-cadherin^+^ cells (*n* = 3, mean ± SEM; **p < 0.01, ***p < 0.001)

## Discussion

In this study we differentiated murine ES cells into endothelium by co-culturing them with the stromal PA6 cells in the presence of FGF2 or BMP4 in serum-free medium, as previously described [14], with the purpose to investigate the molecular mechanisms involved in endothelial fate commitment. To accomplish this task, the pattern of genes expression activated by FGF2 and BMP4 in ES/PA6 co-cultures was analyzed by microarray technique followed by comparative transcriptome analysis by LIMMA [27]. Thanks to this approach, we identified TGFβ1 and WNT signaling as respectively relevant cues of FGF2 and BMP4-driven endothelial differentiation (Fig. 2). The involvement of each of these two pathways was confirmed by loss of function experiments that evidenced how endothelial cell fate determination was severely hampered by the absence of TGFβ1 (Fig. 3) and by the blockade of WNT signaling (Fig. 6) in the case of FGF2 and BMP4 stimulation, respectively. More precisely, in the latter case, WNT6 was identified as one of the WNT molecules involved since its down-regulation by lentiviral shRNA significantly affected the endothelial commitment (Fig. 7).

The importance of TGFβ1 for vasculogenesis has been known for some time since Goumans et al., showed that ES cells engineered to express a deleted form of TGFBR2 failed to differentiate into CD31^+^ endothelial cells in EBs [28]. These authors also demonstrated that overexpression of endogenous TGFβ1 in murine EBs resulted in a dysfunctional organization of the endothelial cells that remained compacted into dense cluster in the EBs instead of spreading into vessels-like structures. Similarly, in our rescue experiments, the addition of recombinant TGFβ1 to the TGFβ1-silenced ES/PA6 co-cultures caused the retrieval of VE-cadherin^+^ cells differentiation and the rescue of the phenotype but endothelial cells were not aligned in vessels as well as in the control co-cultures (Fig. 4). The inhibitory effect of TGFβ1 in vessels organization was further confirmed in 3D cultures of EBs included in collagen matrix: the sprouting process of new vessels in response to angiogenic factors could be blocked by recombinant TGFβ1 [32]. These observations confirmed an inducing effect of vasculogenesis by TGFβ1 and an inhibitory role in sprouting angiogenesis, contrary to what observed in human EBs in which TGFβ1 was shown to inhibit endothelial differentiation [33]. In our work, to silence the expression of TGFβ1, the addition of the lentiviral particles carrying the TGFβ1 specific shRNAs was done at the onset of culture, thus targeting both ES cells and PA6 feeders. Since TGFβ1 is produced by PA6 feeders just after three hours of FGF2 stimulation (Supplementary Fig. 6) we wondered if TGFβ1 signal responsible for FGF2-induced endothelial differentiation of the ES cells was an autocrine signal intrinsic of ES cells themselves or a paracrine signal coming from the stroma. Indeed, we demonstrated that TGFβ1-silenced PA6 cells could not support FGF2-driven endothelial differentiation of ES cells as efficiently as wild type PA6 cells (Fig. 5), thus suggesting the importance of a paracrine TGFβ1 signal. On the other hand, the fact that the loss of maturation of VE-cadherin^+^ cells in response to FGF2 of ES cells cultured on TGFβ1-silenced PA6 cells was partial would indicate that a TGFβ1-mediated autocrine loop is important as well. The involvement of TGFβ1 in FGF2-driven endothelial differentiation might be related to a vasculogenesis process, as previously shown in EBs model [32]. In support to this hypothesis we found that, other than TGFβ1, also the expression of SNAI1 gene was upregulated in response to FGF2 (Supplementary Fig. 6) thus indicating that the phenomenon of epithelial mesenchymal transition (EMT) was occurring. EMT is known to be an early and essential step in lineage specification of ES cells because it moves the differentiating cells toward the germ layers specification by promoting the transition from epiblast state to mesenchymal cell phenotype [34]. On these bases in our model FGF2 would activate TGFβ1 that in turn supports the rising mesoderm by promoting EMT of the epiblast cell types within the differentiating ES cells.

WNT signaling plays a pivotal role in the development of the vascular system being essential for the establishment of the primitive streak, the EMT of epiblast cells within the primitive streak and the formation of mesoderm [35, 36]. Indeed, in vivo, the formation of mesoderm is dependent on WNT/β-catenin signaling. Mice lacking the WNT key molecule β-catenin lack mesoderm [37] and WNT3A deletion is associated with a decrease of mesoderm markers expression [38]. Furthermore, it was demonstrated that inhibition of β-catenin expression in the endothelium leads to the death of embryos in utero due to alterations in vascular morphogenesis [39]. Specifically, in the developing brain WNT signaling localizes in the forming blood–brain barrier (BBB) and the conditional loss of β-catenin in endothelial cells after birth causes alterations of vessels permeability confirming that WNT signaling through β-catenin is required for BBB maturation and function [40]. In vitro, in EBs, endogenous WNT signals mediate the formation of mesodermal precursors expressing brachyury and FLK1 in a domain of the EB with primitive streak characteristics: in this domain cells undergo EMT and acquire mesodermal character [22]. The same authors also demonstrated that in serum-free medium the rising of mesoderm was supported by BMP4 through the activation of endogenous WNT signal.

Similarly, in our co-culture system we found that exogenous BMP4 upregulated the expression of endothelial markers, including FLK1, and supported the differentiation of ES cells into VE-cadherin^+^ cells (Fig. 1). We also identified WNT pathway as the most represented pathway induced by BMP4 with four WNT ligands being upregulated among which WNT6 was evidenced as the most activated (Supplementary Fig. 11). In agreement with our findings, WNT pathway was found to be active in FLK1^+^ endothelial precursors purified from EBs and responsible for the formation of vascular network during ES cells differentiation. Differently from our results, in this model the WNT ligands more represented were WNT2 and WNT5A [41]. The presence of WNT ligands in endothelial cells was well documented in vivo and in vitro, covering many of them, from WNT2 to WNT11[42–44] but this is the first work in which a direct involvement of WNT6 is described. Since the specific silencing of WNT6 did not completely block the endothelial maturation of ES cells, the possibility that some of the other WNTs ligands that were up-regulated by BMP4 might be involved must be considered in future works. Other than WNT ligands, we also found up-regulated genes belonging to WNT pathway such as FZD6, FZD4, and LRP6 (Supplementary Fig. 13) thus testifying the activation of WNT signaling by BMP4. We also found the genes of EMT SNAI1 and SNAI2 up-regulated by BMP4 (data not shown) in accord to what previously observed in the primitive streak-like domain of EBs [22]. All these evidences are in sustain of the presence and activation of WNT pathway in BMP4-induced endothelial differentiation of ES cells in our co-culture system.

The ES/PA6 co-culture system represents a versatile and relatively simple in vitro model useful to study the molecular interactions occurring between the environment and the differentiating stem cells and all the signals, paracrine or autocrine that influence cell fate commitment. By using this model, we could identify and analyze two different molecules, TGFβ1 and WNT6, along with their cognate pathways that are involved in the endothelial commitment of ES cells. Other than for cell differentiation studies, the ES/PA6 co-culture system, thanks to its propensity to generate endothelium in response to precise exogenous signals, might be useful to unveil possible molecular targets to develop anti-angiogenesis therapies in cancer and for multi anti-angiogenic drugs screening.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

## Data Availability

The datasets generated during the current study are available in The Gene Expression Omnibus of the National Center for Biotechnology Information (Accession Number GSE164631). GSE 164631 is a SuperSeries composed by three different SubSeries: SubSeries GSE 164630 for time point 3 h; SubSeries GSE 164625 for time point 3 day; SubSeries 164629 for time point 7 day.

How the deposited data were processed for this re-analysis (not part of the article)

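The experiment analysed here is that on pure cultures of PA6 cells after 3 h in -GFs medium, with FGF2 or with BMP4, with 2 replicates per group and 1 array per replicate. Samples were grouped by the labels, which name the group and the replicate of each, and the doses are those of the methods on the co-cultures and of the labels (20 ng/ml of FGF2 in both, 5 ng/ml of BMP4 in the methods and 10 ng/ml in the labels). Co-cultures and other time points were not analysed here.

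The values that the authors deposited are array intensities, the mean brightness of the beads of each probe on a linear scale, with a detection p-value per probe and array. The methods name Illumina's BeadStudio for processing the scans of the MouseWG-6 v2.0 BeadChip arrays and GenomeStudio for the values after cubic spline normalization, and the deposited intensities carry no normalization between arrays. No value lies at or below 0. The table also has 9 columns of values without a heading, filled on 2045 lines, and 6 leftover lines at its end. None of these was used. Gene names are those of the array's annotation, which are partly old. Of 30854 names, 16125 equal a current gene symbol and 21859 a current symbol or synonym in the RefSeq annotation of GRCm38.p6, which was used for names only. Members of gene lists were matched through it, and a gene is printed under its name on the array.

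From the intensities, the following was computed. The cubic spline normalization named in the methods was re-implemented in R 4.3.3, with 452 quantiles per array (1 for each 100 probes, at least 15) mapped onto the mean quantiles of all 6 arrays, linear beyond the outermost. Values were converted to log2. Probes with a detection p under 0.05 on both arrays of at least 1 group were retained, and a gene was represented by its probe with the largest mean. Of the 11872 genes, 3140 had more than 1 probe to choose from. limma 3.58.1 (lmFit and eBayes) was fitted on all 6 arrays and 3 groups, without a block, with 3 residual degrees of freedom. The contrasts were FGF2 against -GFs, BMP4 against -GFs, and FGF2 against BMP4. Every adjusted p for a gene is limma's with Benjamini-Hochberg adjustment over all genes tested, unless it is said to be adjusted over a list alone. A probe undetected on both arrays of a group has only a bound there.

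The genes named were chosen by a rule set before the data were examined. They are every gene the paper names as measured in PA6 cells or as a member of the TGFβ or WNT pathway, with the PCR reference gene TBP, the 10 called genes with the largest rise and the 5 with the largest fall in each comparison with -GFs among those moving the same way in both pairs, and members of a gene list whose result is given. Genes named outside this rule are said to be so where they appear.

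The gene lists are the ERK feedback and immediate early genes, BMP-SMAD target genes, TGFβ-SMAD target genes, TGFβ pathway members, WNT ligands and receptors named by the paper together with CTNNB1 (β-catenin), cholesterol synthesis genes, and the genes named by the paper. They were tested for FGF2 and for BMP4 with camera (inter-gene correlation 0.01), with adjustment over the 14 tests and a threshold of 0.05, and with fry and camera with an estimated correlation beside it. The 4 lists of Online Resource 1 (genes up or down at day 3 with FGF2 or BMP4) were tested on the 3 h contrast of the same factor, with adjustment over 4 tests. Lists of adipocyte markers, interferon and antigen presentation genes, and mitosis genes were written after differences between replicate numbers had been seen, and were tested for those differences.

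The replicate numbers pair the arrays, by the labels and by the values. According to the labels, every biological replicate consisted of an untreated well, a well with FGF2 and a well with BMP4. Arrays with the same number deviated from their group means together (correlation across genes 0.602 for -GFs with FGF2, 0.741 for -GFs with BMP4 and 0.579 for FGF2 with BMP4). The model with the replicate number as a block has 2 residual degrees of freedom.

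The procedure was tested on simulated data built from the means and spread of these arrays, with 200 of 11872 genes changed by known amounts. For FGF2 against -GFs it recovered 177 of the 200 genes (88.5%), or 195 (97.5%) with the block. For BMP4 against -GFs it recovered 179 (89.5%), or 191 (95.5%) with the block. In none of these 4 cases was an unchanged gene called. With neqc in place of the spline it recovered 156 (78.0%) for FGF2, or 187 (93.5%) with the block, and 149 (74.5%) for BMP4, or 182 (91.0%) with the block. There 1 unchanged gene was called, for BMP4 with neqc and the block. In the data for BMP4, only 9 genes lay beyond the threshold on the fold upward and 1 downward. The Benjamini-Hochberg adjustment depends on how many genes change. The shares recovered with 200 changed genes therefore do not measure the sensitivity to a response of so few genes.

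The alternatives tried were quantile normalization, limma's neqc (background correction from the detection p-values with an offset of 16), median scaling, other detection filters (all 6 arrays, at least 1 array, none, a detection p under 0.01), every probe or the mean of the probes of a gene (for single genes under every probe, the probe with the smallest p), an adjusted p under 0.05, no threshold on the fold, a fit on the 4 arrays compared, the replicate block, eBayes with trend and robust options (with statmod 1.5.0), the unpaired Student test that the methods name for the paper as a whole (the methods' t-test), and leaving out each array in turn. Quantile normalization, neqc, median scaling and no threshold on the fold, each with the block, were added after the data had been seen. Ingenuity Pathway Analysis, used by the paper, was not run.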

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

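Leaving out each array was set as an alternative before the data were examined, but reading it and the pairs of arrays as a test of the ID genes was chosen after the result had been seen. So were the tests of the FGF2-treated wells and of hybridization between paralogs, while that of the normalization was set before. The paper does not discuss the ID genes in PA6 cells at 3 h, and they gave the largest rises there with BMP4, together with IDB2 (2.24), which RefSeq lists as a synonym of ID2. The log2 fold change was 2.77 for ID1, 1.72 for ID2 and 2.10 for ID3, each above the level of both -GFs arrays on both BMP4 arrays. A second probe of ID2 was detected on neither -GFs array and gives no exact change. ID1 alone passed the threshold without the replicate block (adjusted p = 0.00941), while ID2 (0.11) and ID3 (0.999) passed it with the block (3.05e-06 and 4.32e-07). Over the alternatives set before the data were examined, limma's adjusted p went up to 0.126 for ID1, 0.875 for ID2 and 1.00 for ID3, and ID2 was also called under 2 other detection filters and the trend and robust options. Without -GFs replicate 1, -GFs replicate 2 or BMP4 replicate 1, ID1 was not called either (adjusted p = 0.126, 0.103 and 0.119).

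No single array makes the rise of the 3 genes. Over all fits with an array left out and both pairs of arrays, their lowest log2 fold change was 1.60. The size for IDB2 was less settled, going from 1.13 to 3.34 with an array left out. The normalization does not make the size of the rise either. Under quantile normalization, median scaling and neqc, ID1, ID2 and ID3 each kept at least 0.955 of their log2 fold change. The calls of ID2 and ID3 with the block did depend on it, and were lost with neqc and the block, chosen after seeing the data (adjusted p = 0.118 and 0.419). An effect of handling treated wells, whatever the factor, would raise the genes with FGF2 too, but there their median log2 fold change was -0.38 (ID1 0.37, ID2 -0.71, ID3 -0.38). Hybridization of the 3 transcripts to each other's probes cannot be told apart from a rise of each, because ID2 moved against ID1 with FGF2 (-0.71) only where its probe was undetected on both arrays. A hypothesis that stays open is a direct early response of PA6 cells to BMP4 in few genes. The rise of the BMP-SMAD list points the same way, but it includes these genes and is not separate evidence.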

How the results depend on the processing

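All alternatives reported here were set before the data were examined, except the combinations of another normalization or of no threshold on the fold with the replicate block, which were chosen after seeing the data. Where no cause is given, the cause was not tested.

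For FGF2, 271 up-regulated and 148 down-regulated genes became 432 and 362 with neqc, 716 and 686 with no threshold on the fold, and 0 and 0 with the methods' t-test after Benjamini-Hochberg correction. The t-test has fewer degrees of freedom per gene, and at an unadjusted p under 0.05 it called 202 and 124. Of the calls under neqc, 243 and 145 were shared with those of the spline. With single arrays left out, the counts ranged from 71 to 281 and from 35 to 169, the lowest being those without FGF2 replicate 2 (71 and 35) and without FGF2 replicate 1 (122 and 62), where a group is left with 1 array. With median scaling they were 208 and 209, with 148 of the 209 falls shared. Median scaling moved the median of all genes to -0.097 for FGF2 and -0.068 for BMP4. Under the remaining alternatives the up-regulated genes numbered between 202 and 299 and the down-regulated genes between 124 and 171. Chosen after seeing the data, neqc with the replicate block gave 623 and 520, median scaling with the replicate block 237 and 233, and no threshold on the fold with the replicate block 2152 and 2326.

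For BMP4, the 1 up-regulated gene became 2 with detection on at least 1 array, with no detection filter and with the trend and robust options, the second gene being ID2 each time (adjusted p = 0.0685, 0.0324 and 0.0968). It became 9 with the replicate block, 7 with the methods' t-test unadjusted and 0 with it after correction. The down-regulated genes went from 0 to 1 with the replicate block and with the unadjusted t-test. With single arrays left out, 0 to 2 genes were up-regulated (0 without -GFs replicate 1, -GFs replicate 2 or BMP4 replicate 1, 2 without BMP4 replicate 2) and 0 down-regulated. Quantile normalization and median scaling with the replicate block, chosen after seeing the data, also gave 9 and 1, neqc with the block 1 and 0, and no threshold on the fold with the block 20 and 6. The 365 genes that differed between FGF2 and BMP4 became 640 with neqc, 1076 with no threshold on the fold, 0 with the t-test after correction (295 with the same fold at an unadjusted p under 0.05), and, chosen after seeing the data, 987 with neqc and the replicate block and 4049 with no threshold on the fold and the replicate block. With arrays left out they ranged from 96 to 385 (96 without FGF2 replicate 2, 137 without FGF2 replicate 1, 243 without BMP4 replicate 1).

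The replicate block raised the FGF2 counts to 298 and 171 and that of FGF2 against BMP4 to 417. Among named genes it added the BMP4 calls listed above and, with FGF2, TGFBR1 (adjusted p = 6.33e-07) and the cholesterol synthesis genes SC4MOL (log2 fold change 1.42, adjusted p = 0.103, or 2.96e-05 with the block) and STARD4 (1.01, 0.148, or 0.00018 with the block). Between FGF2 and BMP4 it added TGFBR1 (1.31, adjusted p = 0.222, or 1.76e-06 with the block) and FOS (1.45, 0.13, or 6.59e-05 with the block). Among gene lists it brought the TGFβ pathway members (adjusted p = 0.0274) and the genes named by the paper (0.0213) under 0.05 with FGF2. The block changed no other call of a named gene or, by camera, of a list. In fry it took the genes named by the paper (0.0843) and the TGFβ-SMAD targets (0.0747) above 0.05 with BMP4.

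Of the named genes, CTNNB1 with BMP4 (-0.025) reversed to 0.14 when every probe was tested, to 0.077 with the mean of the probes, to 0.078 without -GFs replicate 1 and to 0.084 without BMP4 replicate 2, and ranged down to -0.13 with arrays left out. WNT6 with BMP4 (-0.11) ranged from -0.30 to 0.082, reversing without BMP4 replicate 2, and LRP5 with FGF2 (-0.22) from -0.48 to 0.040, reversing without FGF2 replicate 1. ACTA2 with FGF2 (0.16) became -0.020 with median scaling, with and without the replicate block. None of these changes passed a threshold.

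Among the gene lists, calls made by camera at the preset correlation were lost with an estimated correlation for the ERK list (adjusted p = 0.136), the TGFβ-SMAD targets (0.199) and the cholesterol synthesis genes (0.138) with FGF2, and for the BMP-SMAD targets (0.0513) and the genes named by the paper (0.138) with BMP4. All of these held under fry. Fry alone, beside the blocked values, added the TGFβ pathway members (0.0301), the WNT list (0.0301) and the genes named by the paper (0.00967) with FGF2, and the TGFβ-SMAD targets with BMP4 (0.0391). Median scaling brought the TGFβ pathway members to 0.0444 and the genes named by the paper to 0.0355 with FGF2. The day-3 BMP4 down list lost its call under fry (0.328) and with an estimated correlation (0.109), and the other day-3 lists kept theirs under both.

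With arrays left out, the adjusted p ranged with FGF2 from 2.37e-20 to 9.35e-16 for the ERK list, from 0.0197 to 0.0657 for the TGFβ-SMAD targets (0.0657 without FGF2 replicate 1), from 0.0367 to 0.156 for the TGFβ pathway members (0.0367 without -GFs replicate 2), from 0.0493 to 0.621 for the WNT list (0.0493 without -GFs replicate 2), from 0.0403 to 0.394 for the genes named by the paper (0.0403 without BMP4 replicate 2), from 0.736 to 0.937 for the BMP-SMAD targets (reversed without FGF2 replicate 1, 0.893) and from 0.000491 to 0.00556 for the cholesterol synthesis genes. With BMP4 it ranged from 4.82e-25 to 3.36e-13 for the BMP-SMAD targets, from 0.00064 to 0.515 for the genes named by the paper (0.515 without -GFs replicate 2, 0.0643 without BMP4 replicate 2), from 0.0211 to 0.729 for the ERK list (0.0211 without BMP4 replicate 2, reversed without -GFs replicate 2, 0.463, and BMP4 replicate 1, 0.218), from 0.211 to 0.47 for the TGFβ-SMAD targets, from 0.157 to 0.796 for the TGFβ pathway members, from 0.100 to 0.745 for the WNT list (reversed without -GFs replicate 2, 0.100), from 0.366 to 0.924 for the cholesterol synthesis genes (reversed without -GFs replicate 2, 0.554, and BMP4 replicate 2, 0.481) and from 2.29e-06 to 0.213 for the day-3 BMP4 down list (0.213 without -GFs replicate 2).

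Some lists had no settled direction with BMP4. With median scaling, camera pointed up for the ERK list (adjusted p = 0.899) while its median log2 fold change was -0.073. For the TGFβ pathway members with BMP4, camera pointed down while the median log2 fold change was 0.0065 and 54.5% of members were higher. For the WNT list with BMP4 camera pointed up while the median was -0.025 and 33.3% were higher. For the cholesterol synthesis genes with BMP4 camera pointed up while the median was -0.017 and 50.0% were higher, and for the TGFβ-SMAD targets with BMP4 50.0% were higher. Median scaling turned the medians of the TGFβ-SMAD targets (0.032) and the TGFβ pathway members with BMP4 to -0.061 and -0.085.

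Signal over background limits what can be read for dim genes. Detection on all 6 arrays leaves out SEMA7A, IL1RL1, SPP1, EGR3, LOC240672, BMF and WNT6 for FGF2, and ID2, ID3, IDB2, IRF5 and WNT6 for BMP4. A detection p under 0.01 also leaves out WNT6. These alternatives give no value for those genes.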

Differences from the paper's values

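No count of modulated genes differed from the paper's by more than 1.5 times in the main analysis. The paper gives 253 induced genes, 138 repressed genes and 391 in all, and the values here were 271, 148 and 419.

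The paper states that TGFBR1 and TGFBR2 were up-regulated by FGF2 in pure cultures of PA6 cells. That sentence gives neither the method nor the time, both genes are among those with a real-time PCR probe in the methods, and the 2 measurements may not be alike. On the arrays at 3 h, TGFBR2 had a log2 fold change of 0.32 (adjusted p = 0.467) and was not called under any alternative. TGFBR1 rose by 1.42 with an adjusted p of 0.168, and was called only with the replicate block (6.33e-07), set before the data were examined, and with that block under quantile normalization, median scaling or neqc, which were chosen after seeing the values. These settings kept the calls of all 6 genes named for the PCR, and over the alternatives set beforehand the adjusted p of TGFBR1 lay between 6.33e-07 and 0.548, the latter without FGF2 replicate 1. With single arrays left out, the log2 fold change of TGFBR1 went from 0.83 to 2.01 and that of TGFBR2 from 0.059 to 0.577. The log2 intensity of TGFBR1 was 11.47 and 10.30 on -GFs replicates 1 and 2, and 12.80 and 11.81 on FGF2 replicates 1 and 2. TGFBR1 was thus higher with FGF2 in each pair. A left-out array breaks a pair, so that the range for TGFBR1 also holds the difference between replicate numbers. A second probe of TGFBR1, detected on 4 of 6 arrays, rose by 0.31. The paper also states that pure cultures of PA6 cells did not express WNT6. Of its 3 probes on the arrays, 2 were detected on 0 of 6 arrays. The third was detected on 2 of 2 -GFs arrays, 1 of 2 FGF2 arrays and 1 of 2 BMP4 arrays, at a log2 intensity of 7.68 ± 0.01 (SD, n = 2) in -GFs medium, where the lowest detected signals were 7.56 and 7.62. At a detection p under 0.01 the gene was not retained.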

Other observations

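In this part, the tests on replicate numbers and that between the ERK and TGFβ-SMAD lists were chosen only after the result had been seen, and the remaining tests before.

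Arrays of replicate 2 differed from those of replicate 1 in the same direction in all 3 groups. With group and replicate number in 1 model, 122 genes differed by more than 1 on the log2 scale at an adjusted p under 0.1, 39 higher and 83 lower in replicate 2, and 3416 genes passed the adjusted p alone. The genes named here were chosen after their values were seen. KNG1 (2.43), RARRES2 (2.02), SRPX2 (1.87), LPL (1.82), KNG2 (1.80), CFD (1.74) and MRAP (1.68) were among the 10 genes highest in replicate 2, and DDX3Y (-1.75) and OGN (-1.62) were lowest. No condition of the design separates the replicate numbers, so that a difference between the cultures and a difference between their processing cannot be separated.

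As several of these genes are known from adipocytes, 15 adipocyte markers not yet looked at were listed. Of the 7 that passed the detection filter, 6 were higher in replicate 2, with a median of 0.28 (camera adjusted p = 0.0101, fry 0.0159, but 0.207 with an estimated correlation). The most abundant of them, SCD1, was not higher (-0.13), and PPARG was by 0.28. ADIPOQ and CIDEC were left out by the filter because each was detected on 3 arrays, and PLIN because it was detected on 2. The filter asks for both arrays of a group, so it drops genes detected under 1 replicate number only. The 7 tested thus cannot give the size of the difference for the whole list. The log2 intensity of ADIPOQ was 7.28 in replicate 1 and 11.09 in replicate 2, that of CIDEC 6.94 and 8.16, and that of PLIN 7.26 and 7.71. That of FABP4, with 1 probe detected on no array, was 6.88 and 6.95. A larger share of adipocyte-like cells in replicate 2 is thus a candidate explanation, although SCD1 does not follow it. FABP4, below detection, tells nothing either way. A stronger interferon response is another. Of 14 interferon and antigen presentation genes, 11 were tested and 10 were higher in replicate 2, with a median of 0.58 (camera adjusted p = 9.62e-06, fry 0.00523, estimated correlation 0.107), while the most abundant, B2M, was not (-0.07). Fewer dividing cells may also contribute, since 1 of 9 tested mitosis genes out of 14 listed was higher, with a median of -0.34 (camera adjusted p = 0.000971, fry 0.00617, estimated correlation 0.107), the most abundant being CENPA (-0.46). For the fall of DDX3Y, fewer cells with a Y chromosome in replicate 2 would lower other Y-linked genes. The only other such gene that passed the filter, EIF2S3Y, was lower by a log2 difference of -1.15 (adjusted p = 2.19e-05) and in each group (-1.57, -0.66 and -1.23). JARID1D and USP9Y were not detected on any array, and UTY on at most 3. These explanations do not exclude each other.

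TBP, the gene to which the paper's PCR values were normalized, had a higher signal with FGF2, by 0.68 on the log2 scale (adjusted p = 0.127, or 0.00483 with the replicate block, and up to 0.464 over the alternatives, without FGF2 replicate 2), and by 0.01 with BMP4. The change was below the threshold on the fold and did not pass the adjusted p without the block. Its 4 probes changed by 0.16, 0.29, 0.49 and 0.68. The rise was not made by the normalization, being at least 0.59 under quantile normalization, median scaling and neqc, nor by a single array, the lowest value with an array left out being 0.54. Among the 500 genes nearest in mean signal, TBP lay at percentile 90.8 and 46 rose more, so that most genes of a like signal rose less, but the rise of TBP was not outside their range. Whether it is particular to TBP is left open. Whether the PCR signal of TBP changed was not analysed here.

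The log2 fold changes of FGF2 and BMP4 correlated across genes (Pearson's r = 0.288, over genes that are not independent replicates), and 62.6% of genes had the same sign. Both comparisons use the same -GFs arrays. In 1000 simulations of unchanged groups against shared controls, r lay between 0.476 and 0.525 and the same-sign share had a median of 66.7%. In the data FGF2 was not unchanged, with 419 genes called and a median absolute log2 fold change of 0.24, against 0.11 for BMP4. The simulated range is therefore no measure for the observed r. Whether the shared arrays account for it, or a common response contributes, cannot be read from these values.

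The genes of the paper's day-3 lists in PA6 cells, from other cultures not analysed here, were followed at 3 h. Of 224 genes up at day 3 with FGF2, 196 were tested and 131 were higher at 3 h (66.8%, median 0.29, camera adjusted p = 7.86e-09). Of 198 genes down at day 3, 182 were tested and 38 were higher (20.9%, median -0.37, adjusted p = 7.86e-09). In all, 275 of 378 genes had the same sign (72.8%). Random lists matched on mean signal had a median of 50.3%, and none of 10000 reached the share of the lists, a share of 0.0001 being the smallest they can give. A high signal thus does not account for it. Of 67 genes called at 3 h and listed at day 3, 60 had the same sign and 7 the opposite. EGR1, which the paper lists at -1.91 at day 3, was at 4.19 at 3 h, while the paper's day-3 value of EGR2 is 1.44. For BMP4, 53 of 65 up genes were tested and 35 were higher at 3 h (median 0.08, adjusted p = 3.15e-08), and 36 of 40 down genes were tested and 8 were higher (median -0.16, adjusted p = 2.91e-05, but 0.328 in fry). The paper's day-3 values for ID1, ID2 and ID3 with BMP4 are 3.57, 1.56 and 2.44. The samples of both time points belong to 1 study, and a property shared by them was not tested.

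The ERK list rose more with FGF2 than the TGFβ-SMAD list, with medians of 2.00 and 0.22. When the 33 members, 15 and 18, were permuted between the lists 100000 times, a difference as large as the observed 1.78 had a two-sided p of 0.00056 (permutation test over genes, which are not independent). Only the ERK list is defined by early response, so that the test at 3 h cannot separate the pathway from the timing of its genes. Which pathway leads is left open. The lists also hold few genes, and no value here separates a direct effect of FGF2 on SNAI1 or CTGF from an effect through TGFβ1.

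The remaining lists gave the following. Of the cholesterol synthesis genes 14 of 16 were higher with FGF2 (12 of 16 with median scaling), with a median of 0.30 and a camera adjusted p of 0.00136, 3 passing an adjusted p of 0.1 over all genes and 7 when adjusted over the list alone (7 and 7 with the replicate block). With BMP4 the adjusted p was 0.916. The BMP-SMAD targets did not move with FGF2 as a list (median -0.12, adjusted p = 0.916), with 4 of 8 higher, or 2 of 8 with median scaling, and 2 passed an adjusted p of 0.1 over all genes and 2 over the list alone (4 and 5 with the replicate block). The TGFβ-SMAD targets and TGFβ pathway members did not pass with BMP4 (0.228 and 0.345). The WNT list holds ligands and receptors named by the paper and CTNNB1 (β-catenin), which is neither, and 3 of its 9 members were tested. WNT6, LRP5 and CTNNB1 were at -0.20, -0.22 and -0.50 with FGF2 and -0.11, 0.41 and -0.02 with BMP4 (camera adjusted p of the list = 0.228 and 0.625). With FGF2, 0 of the 3 passed an adjusted p of 0.1 in limma over all genes and 1 over the list alone (1 and 1 with the replicate block). WNT3, WNT4, WNT10A, FZD4, FZD6 and LRP6 were not detected on both arrays of any group. Of the genes named by the paper 14 were tested, 9 higher with FGF2 (median 0.50, adjusted p = 0.0633, or 0.0213 with the replicate block, and from 0.00967 to 0.394 over the alternatives) and 10 with BMP4 (median 0.14, adjusted p = 0.00344). With median scaling 8 were higher with either factor. With FGF2, 7 of them passed an adjusted p of 0.1 over all genes and 10 when adjusted over the list alone, which is not independent evidence because the paper chose part of the list on these samples. With BMP4, 0 passed in limma over all genes and 0 over the list alone (1 and 6 with the replicate block). ACTA2 was at 0.16 with FGF2 (-0.020 with median scaling) and 0.09 with BMP4.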
